# Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections

**DOI:** 10.1371/journal.pone.0241861

**Published:** 2020-11-06

**Authors:** Raquel Morais de Paiva Daibert, Carlos Alberto Oliveira de Biagi Junior, Felipe de Oliveira Vieira, Marcos Vinicius Gualberto Barbosa da Silva, Eugenio Damaceno Hottz, Mariana Brandi Mendonça Pinheiro, Daniele Ribeiro de Lima Reis Faza, Hyago Passe Pereira, Marta Fonseca Martins, Humberto de Mello Brandão, Marco Antônio Machado, Wanessa Araújo Carvalho

## Abstract

Macrophages are classified upon activation as classical activated M1 and M2 anti-inflammatory regulatory populations. This macrophage polarization is well characterized in humans and mice, but M1/M2 profile in cattle has been far less explored. *Bos primigenius* taurus (taurine) and *Bos primigenius indicus* (indicine) cattle display contrasting levels of resistance to infection and parasitic diseases such as C57BL/6J and Balb/c murine experimental models of parasite infection outcomes based on genetic background. Thus, we investigated the differential gene expression profile of unstimulated and LPS stimulated monocyte-derived macrophages (MDMs) from Holstein (taurine) and Gir (indicine) breeds using RNA sequencing methodology. For unstimulated MDMs, the contrast between Holstein and Gir breeds identified 163 Differentially Expressed Genes (DEGs) highlighting the higher expression of C*-C chemokine receptor type five* (*CCR5*) and *BOLA-DQ* genes in Gir animals. LPS-stimulated MDMs from Gir and Holstein animals displayed 1,257 DEGs enriched for cell adhesion and inflammatory responses. Gir MDMs cells displayed a higher expression of M1 related genes like *Nitric Oxide Synthase 2* (*NOS2*), *Toll like receptor 4* (*TLR4*), *Nuclear factor NF-kappa-B 2* (*NFKB2*) in addition to higher levels of transcripts for proinflammatory cytokines, chemokines, complement factors and the acute phase protein Serum Amyloid A (SAA). We also showed that gene expression of inflammatory M1 population markers, complement and SAA genes was higher in Gir in buffy coat peripheral cells in addition to nitric oxide concentration in MDMs supernatant and animal serum. Co-expression analyses revealed that Holstein and Gir animals showed different transcriptional signatures in the MDMs response to LPS that impact on cell cycle regulation, leukocyte migration and extracellular matrix organization biological processes. Overall, the results suggest that Gir animals show a natural propensity to generate a more pronounced M1 inflammatory response than Holstein, which might account for a faster immune response favouring resistance to many infection diseases.

## Introduction

The modern domestic cattle is composed by two distinct subspecies, *Bos primigenius taurus* (taurine cattle) and *Bos primigenius indicus* (indicine cattle), originated from European and Asian continent, respectively [1]. These subspecies show many differences in morphophysiological and genetic parameters [2, 3] which influence infection and parasitic diseases outcome in bovine cattle [3–5]. Even within subspecies, breeds show differences in the amount and response of immune cells as well as inflammatory mediators production [6–9]. In this context, researchers have highlighted the genomic background impact on *in vivo* proinflammatory innate immune, metabolic and endocrine responses to bacterial lipopolysaccharide (LPS) between two taurine breeds [10]. LPS is the main cell wall component of Gram-negative bacteria that triggers the production and release of endogen mediators including platelet-activating factors and thromboxanes, reactive oxygen species as nitric oxide, interleukin-1 (IL-1), IL-6 and tumour necrosis factor alpha (TNFα) from monocytes/macrophages of host vertebrate species [11, 12]. LPS activates cellular responses by association to TLR4 membrane receptor and CD14 co-receptor through recruiting adaptor molecules and culminating in activation of proinflammatory transcription factors [13]. The inflammatory innate immune response is mainly mediated by monocytes, macrophages and neutrophils which recognize pathogen-associated molecular patterns, such as LPS. These cells will phagocyte and kill pathogens and simultaneously coordinate T helper and memory immune response development by synthesizing inflammatory mediators and cytokines [14].

Bovine monocytes and macrophages show divergent subpopulations which seems to have common characteristics with humans and murine models [15]. Macrophages subpopulations are characterized as proinflammatory, classically activated M1 and anti-inflammatory, regulatory M2 populations [16]. The M1/M2 macrophage polarization nomenclature was introduced in the year 2000, based on the propensity of C57BL/6J macrophages to be more easily activated to produce NO (M1 polarized) than Balb/c mice (M2 polarized) [17] which mediate differences in susceptibility to a variety of infection diseases [18]. The macrophage polarization phenotypes have been well characterized in humans and mice, but M1/M2 macrophage profiling in cattle has been far less explored. Since taurine and indicine cattle breeds show different levels of resistance to infection and parasitic diseases, we hypothesized that these phenotypes may be related to specific macrophage activation pathways associated to type 1 and 2 immune response in cattle. Therefore, the aim of this study was to check if the MDMs from taurine (Holstein) and indicine (Gir) breeds could exhibit different transcriptional signatures triggered by LPS stimulation that might affect innate immune activation influencing the outcome of parasitism and infection in cattle.

## Materials and methods

### Animals

Indicine (Gir; n = 6) and taurine (Holstein; n = 6) animals aged from 6 to 12 months old were produced at Embrapa Dairy Cattle Research Centre experimental station in Coronel Pacheco, Brazil. All animals were healthy, vaccinated accordingly, kept stabled and *ad libitum* fed for three months prior to sample collection in order to certify they were free from any chemical agent, infections and parasitic diseases that could interfere with the trials. All animals were housed to be used in further research after this experimental trial was finished. The experimental design was approved by Embrapa Dairy Cattle Research Centre Ethics Committee filed under CEUA 5578010817.

### Blood collection and differentiation of bovine monocyte-derived macrophages (MDMs) *in vitro*

Peripheral blood was individually collected to obtain monocytes which were *in vitro* differentiated into macrophages as already described elsewhere with minor adjustments in the original protocol [19]. Fetal bovine serum (FBS) was used to avoid interference in the cellular differentiation caused by individual biochemical components present in autologous serum. Briefly, leukoplatelet layer was separated from 60ml of peripheral blood samples by centrifugation at 300 xg for 10 min, followed by suspension in 5ml of phosphate-buffered saline (PBS). The mononuclear cells were separated by hydrophilic density polysaccharide gradient 1,077 g/ml Ficoll (GE Healthcare, Chicago, USA) by centrifugation at 400xg for 40 minutes at room temperature. The mononuclear cells layer was suspended in RPMI-1640 medium (Sigma-Aldrich, Saint Louis, USA) supplemented with inactivated 10% FBS (LGC Biotecnologia, Cotia, Brazil), 2 mM L-glutamine (Sigma-Aldrich, Saint Louis, USA), 10 mM sodium pyruvate (Sigma-Aldrich, Saint Louis, USA), non-essential amino acid solution 1% MEM (Sigma-Aldrich, Saint Louis, USA) and 1% antibiotic antimycotic solution (Sigma-Aldrich, Saint Louis, USA). Adherent cells were differentiated into macrophages at cell chambers with 5% CO_2_ at 37°C for 11 days, as already described in literature [19].

### *In vitro* characterization of bovine macrophage differentiation from monocytes

Bovine macrophage differentiation from adherent mononuclear cells were characterized by morphological changes followed by light microscopy (Zeiss, Oberkochen, Germany) and cell immunophenotyping. Flow cytometry was used to quantify CD14 and CD11b expression on mononuclear cell surface and evaluate adherent cell differentiation at 24h and 11 days of cell culture. For that, adherent cells were collected with cell dissociation solution non-enzymatic (Sigma-Aldrich, Saint Louis, USA) as described by the manufacturer’s recommendations. The viable cell count was performed by Trypan blue exclusion test [20]. A total of 2x10^5^ cells were isolated and each sample marked with anti-CD-14-FITC (Bio-Rad, Hercules, USA) and anti-CD11b-FITC (Bio-Rad, Hercules, USA) antibodies individually. Mouse IgG1 and IgG2 (Bio-Rad, Hercules, USA) were used as isotype controls according to manufacturer's recommendations. After incubation with detection antibodies for 30 min, cells were washed with PBS (Sigma-Aldrich, Saint Louis, USA) and acquired with FacsVerse cytometer (BD Biosciences, Franklin, USA). FlowJo software (Tree Star Inc., Ashland, USA) was used to quantify the percentage of mononuclear cells expressing CD11b and CD14 on 24 hours and 11 days of cell culture differentiation. Statistical analyses were performed by GraphPad Prism software version 5.0 for Windows (GraphPad Software Inc, San Diego, USA), adopting significance of P<0.05.

### Bovine MDM LPS stimulation, library preparation and RNA sequencing

After 11 days of *in vitro* cell differentiation, taurine (Holstein; n = 6) and indicine (Gir; n = 6) MDMs were individually incubated for 48h with 100 ng/ml LPS from *Escherichia coli* O111:B4 (Sigma-Aldrich, Saint Louis, USA). For the negative control without stimulation, only culture medium was used. The total RNA from cells was extracted with RNeasy Micro kit (Qiagen, Hilden, Germany) according to manufacturer’s instructions. RNA samples were quantified with Nanodrop 1000 (Thermo Scientific, Waltham, USA) spectrophotometer and integrity evaluated by Bioanalyzer using RNA 6000 Pico kit (Agilent Technologies, Santa Clara, USA) according to manufacturer’s instructions.

TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, USA) was used to generate cDNA libraries from samples that showed a minimum of 100 ng total RNA and RNA integrity number (RIN) over 7,00. RNA sequencing was performed in 16 MDM samples using the HiSeq 2500 DNA sequencer (Illumina, San Diego, USA) using the HiSeq SBS Kit v4 (Illumina, San Diego, USA), according to manufacturer's recommendations for gene expression profiling experiments focusing a quick snapshot of highly expressed genes. Unstimulated (n = 8) and LPS treated MDM (n = 8) RNA samples in which half were from Gir and half from Holstein animals were sequenced generating a depth of 10 million 100 bp paired-end reads per sample. NGS data were deposited at GEO repository (https://www.ncbi.nlm.nih.gov/geo) on query GSE147813.

The quality of RNA sequencing reads was verified with FastQC software v0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). After that, reads were mapped to the bovine reference genome ARS-UCD1.2 from Ensembl database (Bos_taurus.ARS-UCD1.2.dna.toplevel.fa.gz). Spliced Transcripts Alignment were accomplished using the Spliced Transcripts Alignment to a Reference (STAR) software v.2.6.0c [21] using the annotation archive from the same database (Bos_taurus.ARS-UCD1.2.101.gtf.gz). Only exclusively mapped reads were considered for MDMs transcriptome analysis. Estimation of transcript abundance was accomplished with HTSeq-count software v0.10.0 [22].

### Differentially expressed genes (DEGs) and enrichment analysis

The contrast of transcript abundance between Holstein and Gir breeds for each unstimulated and LPS treated MDMs was performed by the EdgeR package version 3.8 [23] and R version 3.5.0 (http://www.R-project.org). Briefly, gene counts for each contrast was submitted to an initial filtering step, including genes with at least one count per million (CPM) in at least four libraries. The differentially expressed genes (DEGs) were considered statistically significant when false discovery rate (FDR) was <0.05 and Log of fold change (LogFC) were ≥1 in paired comparison. An interactive Venn diagram viewer (Jvenn, http://jvenn.toulouse.inra.fr/app/index.html) [24] was used to determine shared expression data between breeds and stimuli. Heatmaps were elaborated for breed contrasts using the Heatmapper software (http://www2.heatmapper.ca/expression/).

The Database for Annotation, Visualization and Integrated Discovery version 6.8 (DAVID, http://david.abcc.ncifcrf.gov/) [25] was used for DEGs functional annotations, for obtaining official gene symbols and for ontology analyses (GO) of DEGs (LogFC≥1; CPM>1; FDR<0.05).

### Co-expression analysis using Regulatory Impact Factors (RIF) and Partial Correlation and Information Theory (PCIT)

The transcript abundance counting tables was used as input to CeTF [26, 27] package in R to run the co-expression of bovine Transcription Factors using RIF [28] and PCIT [29] analyses. This package was also used to obtain the ontologies related to Biological Processes from the Gene Ontology database [30, 31] associated to the bovine key transcription factors (KeyTF) [32] and DEGs in context of metabolic pathways. The Cytoscape software [33] was used to visualize and manipulate the interaction among DEGs, KeyTF and enriched biological process networks. The Diffany plugin [34] was used to infer differential molecular networks between Holstein and Gir MDMs stimulated with LPS.

### Quantitative real-time-PCR (RT-qPCR)

The RT-qPCR was performed to validate RNA-Seq data analyses in addition to investigate the buffy coat cells gene expression involved in the immune response of animals used in the trial. RNA samples were extracted from both MDMs and peripheral buffy coat from Holstein (n = 6) and Gir (n = 6) samples. RNA extraction from unstimulated and LPS treated MDMs from Gir (n = 4 per stimulus) and Holstein (n = 4 per stimulus) animals was performed with RNeasy Micro kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The buffy coat cells were obtained from each animal by peripheral blood centrifugation (300xg). The white cell layer was removed followed by ACK (Ammonium-Chloride-Potassium) red cell lysis and RNA extraction using the SV Total RNA Isolation System (Promega, Madison, USA) according to the manufacturer’s instructions. The total RNA extracted was quantified by the Nanodrop 1000 Spectrophotometer (Thermo Scientific, Waltham, USA) and its integrity was evaluated by Bioanalyzer with RNA 6000 Pico kit (Agilent Technologies, Santa Clara, USA). Samples were submitted to cDNA synthesis by SuperScript IV First-Strand Synthesis System kit (Thermo Scientific, Waltham, USA), according to manufacturer's instructions.

RT-qPCR assays were performed with PowerUp SYBR Green Master Mix (Thermo Scientific, Waltham, USA), according to the manufacturer instructions, using the 7500 Fast Real-Time PCR System (Thermo Scientific, Waltham, USA). Gene amplification targets were selected after RNA sequencing analysis based on DEGs enriched for immunological process and M1/M2 population biomarkers. Primers sequences were obtained using Primer Express v.3.0 software (Applied Biosystems, Foster City, California, EUA) and described in the S1 Table. The RT-qPCR efficiency stablished for all gene targets ranged from 95–105%. *Ribosomal Protein Lateral Stalk Subunit P0* (*RPLP0*) and *Ubiquitin* genes were used as reference based on expression stability calculated according to GeNORM procedure [35]. Average of Ct values from targets and reference genes were calculated for each sample using ABI Real Time PCR 7500 software v2.3 (Thermo Scientific, Waltham, USA). Statistical analyses were performed using the SigmaPlot 11.0 (Systat Software Inc., San Jose, USA) to test the equality between relative gene expression variation means from breeds and treatments. We adopted P<0.05 as significant threshold for the differences resulted from experimental contrasts. The graphical representation was performed by GraphPad Prism software version 5.0 (GraphPad Software, San Diego, USA).

### Nitric oxide (NO) dosage

The NO production was indirectly detected in MDMs culture supernatants and serum from Holstein and Gir samples by quantifying the NO breakdown product nitrite using Griess method [36]. Briefly, nitrite was quantified by reaction with 0.5% sulfanilamide (Sigma-Aldrich, S0251) and 0.05% N-(1-Naphthyl)-ethylenediamine dihydrochloride (Sigma-Aldrich, N-9125). A standard curve was prepared by serial dilution of sodium nitrite (Sigma-Aldrich, S2252). The absorbances of Griess reactions were determined by SpectraMax microplate reader (Molecular Devices, San Jose, USA), using 595nm for each sample in duplicate. Means and standard deviation (SD) of Nitrite concentration (μM) were calculated for each sample by linear regression curves and used for statistical analyses performed by SigmaPlot version 11.0 (Systat Software Inc., San Jose, USA) adopting P<0.05 as significance threshold. Graphic representation was obtained by GraphPad Prism version 5.0 (GraphPad Software, San Diego, USA).

## Results and discussion

### Bovine monocyte-derived macrophages (MDMs), LPS treatment and RNA sequencing

Regarding the MDM production, instead of using autologous serum [19], which contains cytokines and chemokines that vary individually and might affect macrophage activation phenotype, FBS was added to cell culture to assure assay standardization during MDM differentiation. Monocytes are the main adherent cells present in peripheral blood and express less CD14 and more CD11b receptors on cellular plasmatic membrane (CD14^LOW^CD11b^HIGH^) while macrophages show the opposite expression pattern (CD14^HIGH^CD11b^LOW^) [37, 38]. For human and murine species, MDM shows low CD14 expression, which is increased after days of *in vitro* differentiation [39]. Corroborating these findings, our flow cytometry analysis of bovine adherent mononuclear cells showed an increase of CD14 receptor expression whereas CD11b decreased after 11 days of cell differentiation (P = 0.015; Fig 1A and 1B). Indeed, the bovine adherent mononuclear cells, characterized as monocytes (CD14^LOW^CD11b^HIGH^), displayed morphological microscopic changes on days 1, 5, 8 and 11 of differentiation (Fig 1C) showing irregular spreading and elongation compatible to macrophage traits [19, 40]. Once bovine MDM (CD14^HIGH^CD11b^LOW^) was obtained from Holstein (taurine) and Gir (indicine) blood samples, LPS was used to access the *in vitro* inflammatory immune response pattern displayed by these cattle breeds, using RNA sequencing.

**Fig 1:**
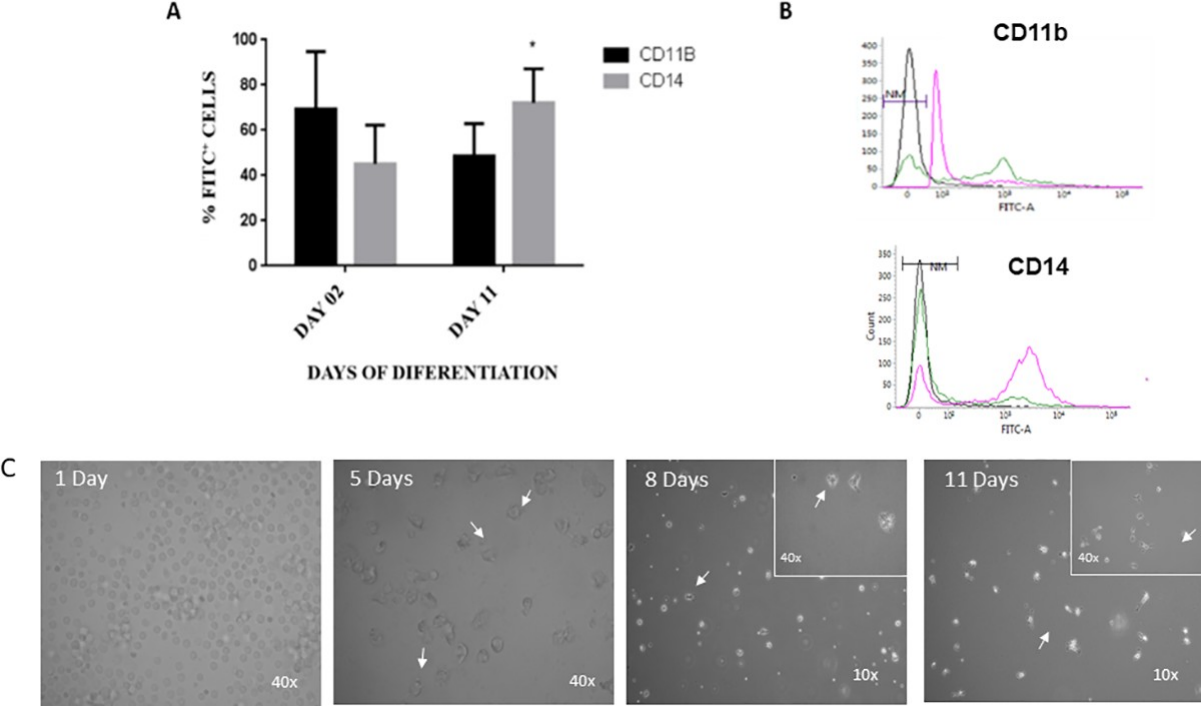
*In vitro* differentiation of bovine monocytes (CD11b^hi^CD14^low^) into macrophages (CD11b ^low^CD14^hi^) characterized by flow cytometry and light microscopy. (A) Percentage of mononuclear cells expressing CD11b (black boxes) and CD14 (gray boxes) receptors on cellular membrane on days 2 and 11 after *in vitro* macrophage differentiation (n = 6; average ± SD; *P = 0.015). (B) Representative overlapped histograms displaying fluorescence intensity on FITC channel unstained cells (NM; black line) and individual acquired CD11b FITC and CD14 FITC stained cells on day 2 (green line) and day11 (pink line) after monocyte isolation and differentiation into macrophages. (C) Typical photos of bovine monocyte differentiation into macrophages taken by optical microscopy showing its original magnification (x10 or x40) and the number of days in cell culture (1, 5, 8 and 11 days). White arrows indicate cells with adherence to the flasks at day 5; cells spreading and acquiring primary shape of macrophage at day 8; and final differentiation into macrophage at day 11 showing elongation and spreading patterns.

The quality control of the sequenced reads showed Phred scores over 32, sequence length around 100 base pairs (bp), total of reads over 10 million per sample, and percentage of deduplicated reads around 46% (Table 1). 

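Monocyte-derived macrophages (MDMs) are the adherent cells of peripheral blood after 11 days in culture. Their RNA was sequenced from 4 Gir animals, numbered 2, 5, 6 and 7, and 4 Holstein animals, numbered 1, 3, 20 and 50. Each animal gave 1 culture kept in medium (unstimulated) and 1 culture given 100 ng/ml LPS, a component of the outer membrane of Gram-negative bacteria, for 48 h, which makes 16 libraries in 4 groups of 4. The authors aligned paired-end reads of 100 bp to the bovine genome with STAR, kept uniquely mapped reads and counted them per Ensembl gene with HTSeq-count. The deposited values are these raw counts per gene identifier, with no normalization. The files do not pair identifiers with gene symbols, so genes are given by identifier. The counts assigned to genes ranged from 7362247 to 9820099 per library in unstimulated Gir MDMs (median 8150778) and from 7527058 to 9008265 in LPS treated Gir MDMs (median 8510023.5). In Holstein MDMs they ranged from 8125681 to 8768358 without LPS (median 8546680) and from 7742663 to 10296054 with LPS (median 8157892.5). The mean totals of the breeds differed by less than the spread between animals, without LPS (8370976 ± 1039893 in Gir and 8496850 ± 320421 in Holstein, SD, n = 4, two-sided exact permutation test, p = 0.829) and with LPS (8388842.5 ± 713978 and 8588625.5 ± 1193786, p = 0.857 from the same exact test). Over the 16 libraries the files record 10664468 alignments per library on average, of which 93.0% ± 0.559 (SD) were unique. Of the unique alignments, 13.5% ± 1.41 (SD) lay outside the annotated genes and 1.18% ± 0.107 (SD) were ambiguous, and neither entered the totals. From the counts, log2 fold changes and the CPM values of single genes were computed with TMM scaling. It sets libraries on a common scale from the bulk of their genes. The numbers of detected genes used library totals alone.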

The average number of reads mapped to reference genome ARS-UCD1.2 per sample (R1+R2) was 9.68±0.96 million depth, and the average percentage of uniquely mapped reads of 90.67%±1,20 (S1 Fig). NGS representativeness also showed a similar number of transcripts detected for each treatment in both breeds (CPM>1.0; S1 Fig). 

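A gene was taken as detected in a library at more than 1 CPM of the library total, without TMM scaling. With LPS, Gir MDMs had 11666 ± 110.2 detected genes and Holstein MDMs 12039.75 ± 110.0 (SD, n = 4), and every Gir library had fewer than every Holstein library (two-sided exact permutation test, p = 0.0286, the smallest that 4 animals against 4 allow). This difference did not pass the test when genes were counted at more than 5 CPM (exact p = 0.571) or at 1 count or more (exact p = 0.0571). Reads of both breeds were aligned to the same Bos taurus reference, and whether Gir reads align to it less completely was not tested. Without LPS the breeds did not differ by more than the spread between animals, with 12208 ± 508 genes in Gir and 12446.5 ± 526 in Holstein (SD, n = 4, exact p = 0.543). The LPS culture had fewer detected genes than the unstimulated culture of the same animal in all 4 Gir animals, with differences of -1017 to -56 genes (two-sided exact sign-flip permutation test, p = 0.125, the smallest that 4 animals allow). In Holstein this held for animals 1, 20 and 50, while animal 3 had 264 more genes with LPS (exact p = 0.25). The 4 unstimulated Gir libraries ranged from 11778 to 12809 genes and the 4 LPS treated Gir libraries from 11553 to 11792.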

Overall, these results indicate that RNA sequences generated displayed high-quality scores and levels of redundancy ensuring that read abundance was not affected by biases during the library construction. Our experiments used a low depth [41] but enough to display a high coverage, which allowed to access the major genes involved in LPS response in Gir and Holstein breeds.

**Table 1:** Quantity and quality of RNA sequence reads obtained from Gir and Holstein MDMs.

Treatment	Breed	Total sequences	Phred Quality Score	Sequences remaining if deduplicated (% ± SD)
LPS	Gir	10,385,461 ± 839,114	> 32	44,74 ± 1,76
LPS	Holstein	10,894,776 ± 1,322,852	> 32	46,01 ± 2,88
Unstimulated	Gir	10,627,817 ± 1,235,564	> 32	46,76 ± 2,09
Unstimulated	Holstein	10,773,240 ± 381,359	> 32	47,94 ± 1,94

Total number and quality evaluated by FastQC v0.11.7 software from *in vitro* unstimulated and LPS treated (100ng/ml) MDMs of Holstein and Gir cattle breeds.

### Breed-specific bovine MDM transcriptional signatures and its impact on inflammation development for Gir and Holstein cattle

In order to access the *in vitro* major key process triggered by LPS in MDMs from Gir and Holstein animals, four different contrasts were used to generate lists of Differentially Expressed Genes (DEGs): (i) unstimulated and LPS treated MDMs within the same breed–Holstein (S2 Table) and Gir (S3 Table); (ii) unstimulated and LPS treated MDMs from Gir and Holstein (S4 Table) and (iii) LPS treated MDMs from Holstein and Gir breeds (S5 Table). 

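Between the breeds, 881 genes differed in LPS treated MDMs, 490 higher and 391 lower in Gir, and 40 genes differed in unstimulated MDMs, 30 higher and 10 lower in Gir. The median size was 2.29 on the log2 scale for the 881 genes and 2.66 for the 40. Genes entered these sets only at a log2 fold change of at least 1, which favours large values. Over all 11871 genes tested in both contrasts, the median size was 0.27 with LPS and 0.24 without. All 40 genes, and 838 of the 881, had no overlap between the libraries of the 2 breeds. Among all genes tested, 7.83% without LPS and 15.0% with LPS had no overlap, where chance gives 2.86%. With 1 animal left out, the genes lower in LPS treated Gir MDMs numbered 184 without Holstein 50, 248 without Holstein 3 and 250 without Holstein 1, while 1 fit of the 4 groups gave 501 higher and 236 lower and the test with no filter on low counts 552 higher and 603 lower. Within a breed, no gene passed between LPS treated and unstimulated MDMs in edgeR's quasi-likelihood test fitted on all libraries of that breed alone. At an unadjusted p under 0.05 this fit had 1393 genes in Gir and 841 in Holstein, and edgeR's exact test called 240 and 117, its likelihood ratio test 263 and 127, and DESeq2 267 and 159. The quasi-likelihood test in 1 fit of the 4 groups called 2 genes in Gir and 36 in Holstein. Without Gir 6, the fit on Gir alone called 37. Both cultures of an animal come from the same blood. With the animal as a block, 26 genes changed with LPS in Gir (20 rose and 6 fell) and 472 in Holstein (221 rose and 251 fell), and with scaling by library totals alone the blocked counts were 37 (24 rose and 13 fell) and 591 (167 rose and 424 fell). Genes were tested at 1 CPM or more in at least 4 libraries of a contrast (12565 and 11986 between breeds without and with LPS, 11913 in Gir and 12400 in Holstein) and called at an FDR under 0.05 and a log2 fold change of at least 1. The count between unstimulated breeds depended on single animals and on the test, with 17 genes without Gir 2 or Holstein 1, 8 without Gir 5, 5 without Gir 6 or Gir 7 and 25 without Holstein 50, but 217 in the exact test, 232 in the likelihood ratio test, 285 in DESeq2 and 150 in 1 fit of the 4 groups. The blocked counts did so too, with 65 genes in Gir without animal 2, 194 without animal 6 and 0 without animal 5 or 7, and in Holstein 56 without animal 1, 8 without animal 20, 158 without animal 50 and 1130 without animal 3.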

Although MDMs were obtained under the same cell culture parameters, different numbers of DEGs were found in each analysed contrast, especially the ones that compare Gir and Holstein samples (Fig 2A). 

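Of the 884 genes called in any of the 4 contrasts without a block, 844 (95.5%) were called only between the LPS treated MDMs of the 2 breeds. The LPS contrasts within Gir and within Holstein called 0 genes in these fits. The share therefore followed almost wholly from the counts of 881 and 40 between breeds, whatever their overlap. A further 37 genes were called between the breeds both with and without LPS, and 3 only without LPS. The 37 shared genes had the same direction in both contrasts, 29 higher and 8 lower in Gir. Independent lists of these sizes among the 11871 genes tested in both would share 1.22 and 0.288 genes, but both contrasts come from the same 8 animals, so the lists are not independent. In 20 simulated data sets with animals in common and no difference between groups, at most 1 gene was called in either contrast, so the 0 genes shared there set no chance value for lists of these sizes. When the animal was kept as a block in the LPS contrasts, 1290 genes were called in any contrast and 776 of them (60.2%) only between the LPS treated MDMs of the breeds, while 385 were called only for LPS in Holstein and 4 only for LPS in Gir. These numbers count genes on either side of a threshold, and a gene called in 1 contrast only is not shown to be without change in the others.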

A total of 955 exclusive DEGs were found in the contrast between LPS treated MDMs from Holstein and Gir breeds, which accounted for 96.4% of the total unique genes in each contrast (Fig 2B). These results suggest that Gir MDMs are more responsive to LPS in comparison to Holstein samples and this might account for different outcome of inflammatory response among these breeds.

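Genes that changed with LPS in 1 breed mostly had the same direction in the other. Of 384 genes that changed in Holstein MDMs with the animal as a block and were tested in Gir, 368 (95.8%) had the same sign in Gir, with a median change of 1.52 on the log2 scale in Holstein and 1.06 in Gir in the same direction. All 25 genes that changed in Gir and were tested in Holstein had the same sign in Holstein, with medians of 1.92 in Gir and 2.19 in Holstein. Of the genes tested in both breeds, 18 rose and 3 fell in both, where independent lists would share 0.357 and 0.0756. Across all 11646 genes tested in both breeds, the LPS effects without a block had a Pearson correlation of 0.638 and the same sign in 66.6% (across genes, which are not independent replicates). The difference between the LPS effects of the breeds was tested as a breed by LPS interaction over 12968 genes, with the animal as a block. No gene passed in edgeR's quasi-likelihood test, 1074 had an unadjusted p under 0.05, the likelihood ratio test called 114 genes and DESeq2 13. The size of the response, taken per animal as the SD across 8476 genes of the log2 change with LPS, was 0.77 ± 0.33 in Gir and 0.61 ± 0.11 in Holstein (SD, n = 4, two-sided exact permutation test, p = 0.457). It ranged from 0.41 in Gir 6 to 1.16 in Gir 2, and from 0.51 in Holstein 1 to 0.72 in Holstein 50. From the numbers of DEGs in the contrasts, above all between LPS treated MDMs of the 2 breeds, the paper proposes that Gir MDMs respond more to LPS than Holstein MDMs and that this may bear on the inflammatory response of the breeds.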

**Fig 2:**
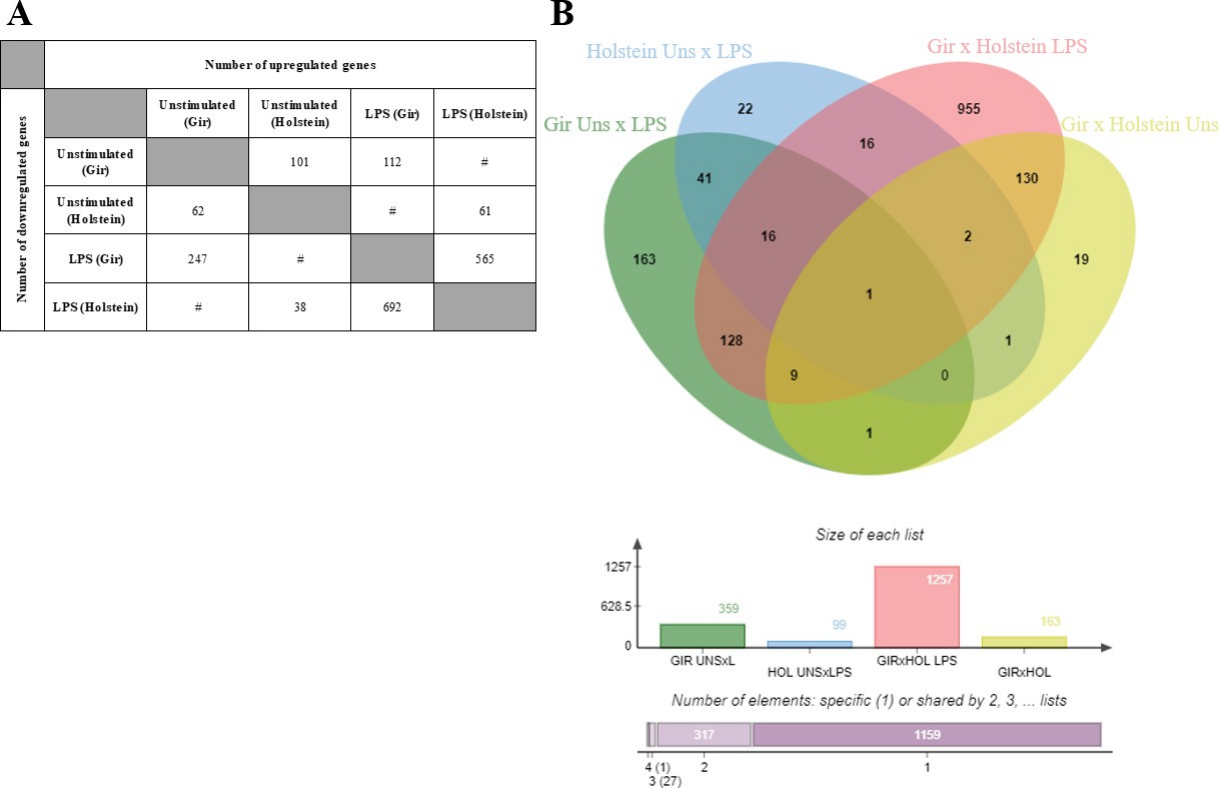
Overview of transcription data from MDMs of Holstein and Gir breeds. (A) Summary of numbers of upregulated and downregulated genes (FDR<0.05, LogFC≥1) determined by amounts of evaluated transcripts (CPM>1) between *in vitro* unstimulated and LPS (100 ng/ml) treated MDMs from Holstein (n = 4) and Gir (n = 4) MDMs. “#” denotes unrated contrasts. (B) Venn diagram showing DEGs (FDR<0.05, LogFC≥1) shared among all evaluated contrasts. Green diagram: unstimulated versus LPS treated Gir MDMs. Blue diagram: unstimulated cells versus LPS treated Holstein MDMs. Pink diagram: LPS treated Holstein versus Gir MDMs. Yellow diagram: unstimulated cells Holstein versus Gir MDMs. The graphic bars show the total number of DEGs for each contrast in the Venn diagram followed by numbers of specific genes in each contrast or shared between two, three or four contrasts.

The Heatmap of RNA sequencing data showed different patterns of gene expression according to the bovine genetic background and MDM stimulus (Fig 3). 

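The LPS treated libraries of the breeds lay apart on the first principal component of log2 CPM, which held 40.4% of the variance of 12968 genes. The 4 LPS treated Gir libraries lay between 54.6 and 71.5 and the 4 LPS treated Holstein libraries between -43.0 and 1.12. The unstimulated libraries of the breeds overlapped, with Gir at -47.3 (animal 2), -18.9 (animal 7), 53.9 (animal 6) and 62.9 (animal 5). Holstein lay between -83.1 and -67.5 for animals 1, 20 and 50, and at 31.6 for animal 3. The mean correlation between libraries of a group was 0.965 in LPS treated Gir MDMs, 0.922 in unstimulated Gir, 0.933 in LPS treated Holstein and 0.885 in unstimulated Holstein MDMs (6 pairs of libraries each, Pearson, across genes). Between the breeds the mean correlation was 0.891 with LPS and 0.884 without (16 pairs each). Both libraries of an animal correlated at 0.944 on average over the 8 animals, from 0.865 in Gir 2 to 0.981 in Gir 6. The library closest to unstimulated Gir 2 was unstimulated Holstein 20 (0.953).

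**Figure D1:**
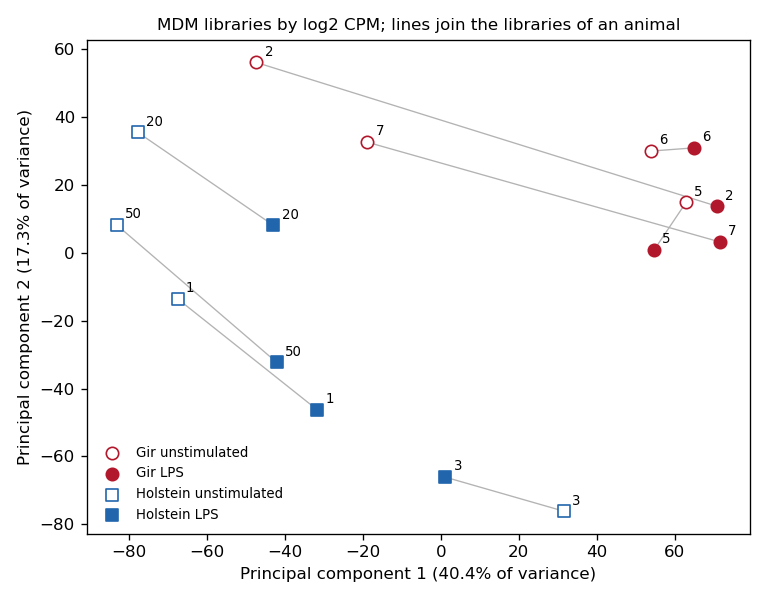
Position of the 16 MDM libraries on the first (horizontal axis, 40.4% of variance) and second (vertical axis, 17.3% of variance) principal component of log2 CPM. Circles are Gir and squares Holstein, open symbols are unstimulated and filled symbols LPS treated MDMs, numbers are animals and each line joins both libraries of an animal. The filled circles lie between 54.6 and 71.5 on the horizontal axis, to the right of all filled squares.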

In order to access the major biological processes that mediated the different gene expression patterns, DEGs were enriched for all analysed contrasts (S6–S9 Tables). DEGs enrichment analysis of unstimulated MDMs from Holstein and Gir returned no biological process showing FDR≤0.05 (S6 Table) although indicated putative differences in immune response development (P = 0.001 and FDR = 1.99). Gir MDMs showed higher expression of *Bovine Leukocyte Antigen* (*BOLA*) family (*BOLA*-*DQ A2*, logFC = -6.9 and P = 3.80E-10; *BOLA*-*DQA5*, logFC = -6.2 and P = 7.68E-08; *BOLA*-*DQB*, logFC = -3.5 and P = 0.0006; Fig 3A; S4 Table) and *C-C chemokine receptor type 5* (*CCR5*; logFC = -1.9 and P = 0.0006; Fig 3A; S4 Table). Interestingly, BoLA receptor family mediate antigen presentation to T-lymphocytes and its variant alleles has been linked to differences in resistance to many disease, including mastitis caused by gram negative bacteria [42–44]. The CCR5 receptor acts on leucocyte recruitment to inflammation site [45] and, coupled with BOLA, might influence differential outcomes of immune response in each bovine breed. DEGs enrichment from the contrast between unstimulated and LPS treated Holstein MDMs did not display biological processes showing FDR≤0.05 (S7 Table) although genes involved in inflammatory response triggered by LPS were differentially expressed. It is noteworthy that *Nitric Oxide Synthase 2* (*NOS2*) was not found as DEG in contrasts between Holstein treated MDMs although the *Negative Regulator of Reactive Oxygen Species* (*NRROS*) was upregulated in LPS stimulus (logFC = -1.5 and P = 7.65E-05; S2 and S7 Tables). On the other hand, unstimulated vs LPS treated Gir MDMs displayed various DEGs enriched for chemokine-mediated signalling pathway (P = 1,32E-09 and FDR = 2,20E-06), cellular response to tumour necrosis factor (P = 2,45E-09 and FDR = 4,08E-06), cell chemotaxis (P = 2,84E-09 and FDR = 4,73E-06) and cellular response to interleukin-1 (IL-1; P = 5,13E-07 and FDR = 8,54E-04), along with additional biological processes (S8 Table). Unstimulated Gir MDMs showed higher levels of transcripts for *MHC* and *CCR5* in relation to Holstein animals, in addition to various DEGs enriched for biological process in unstimulated vs LPS treated Gir MDMs. This fact might account for a faster response against pathogens favouring resistance to diseases in indicine animals.

**Fig 3:**
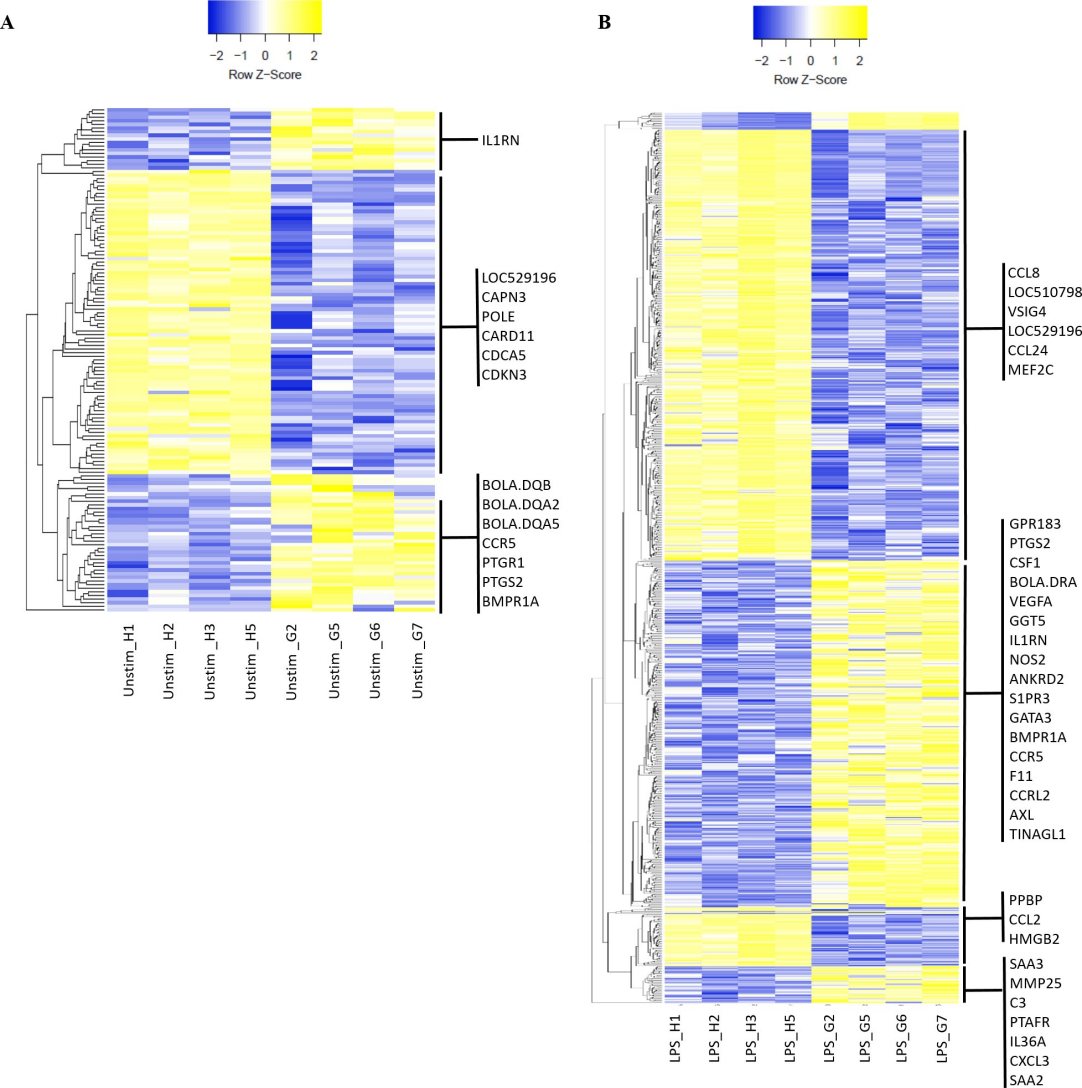
*In* vitro stimulated MDMs transcriptional profile of Holstein and Gir breeds. Heatmap of RNA sequencing data characterized as row-wise Z scores in CPM. Heatmap Z-scores were calculated for each row (each gene) and each column (each sample) and plotted according to the normalized expression values. (A) Unstimulated MDMs from Holstein (n = 4) and Gir (n = 4) breeds displayed 139 DEGs (FDR<0.05, LogFC≥1) related to biological processes of antigen processing and presentation via MHC class II, immune response and G1/S transition of mitotic cell cycle and (B) LPS stimulated MDMs from Holstein (n = 4) and Gir (n = 4) breeds displayed 920 total DEGs (FDR<0.05, LogFC≥1) related to biological processes of inflammatory response, regulation of cell proliferation and cell chemotaxis. The main DEGs were highlighted according to the enriched biological processes (P<0.05 and FDR≤0.05). H1, H2, H3, H5: Holstein samples; G2, G5, G6, G7: Gir samples.

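Genes that differed between the breeds with LPS leaned the same way without it, at a smaller size. Of 862 genes called between LPS treated MDMs and also tested in unstimulated MDMs, 850 (98.6%) had the same sign in unstimulated MDMs, against 75.7% of all 11871 genes tested in both contrasts, which come from the same animals. Their median size was 2.28 on the log2 scale with LPS and 1.29 without LPS. These genes were chosen on the contrast with LPS, which favours larger values there. Across all genes tested in both, the differences between breeds had a correlation of 0.784 (across genes), and the median size was 0.27 with LPS and 0.24 without. The common biological coefficient of variation was 26.6% in LPS treated and 39.6% in unstimulated Gir MDMs, and 38.9% and 47.8% in Holstein MDMs. A change of the breed difference with LPS is the same quantity as the breed by LPS interaction, which no gene passed in edgeR's quasi-likelihood test (lowest adjusted p = 0.178), while the likelihood ratio test called 114 genes and DESeq2 13.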

When we compare the transcriptome data from Holstein and Gir LPS activated MDMs, the differences on gene expression were augmented which culminated in very distinct transcriptional signatures (Fig 3B). Gene expression of *Toll-like receptor* (*TLR4*, logFC = -1.08 and P = 0.002) and *Nuclear factor-κB* (*NFκB*, logFC = -0.80 and P = 0.020) were higher in LPS stimulated MDMs from Gir than Holstein animals (S5 Table). Taking a deep look into the signalling pathways triggered by LPS, the Nuclear factor NF-kappa-B (NFκB) activation occurs, among other ways, through recognition of LPS by TLR4. The TLR4 and their co-receptor CD14 activate recruit adaptors molecules [46] which increase the complement 3 (C3) receptor expression [47] and culminate in Myeloid Differentiation primary response 88 (MyD88) and NFκB activation. The *complement factor 3* (*C3*, logFC = -1.28574 and P = 0.04) was also highly expressed in Gir LPS stimulated MDMs (Fig 3B; S5 Table) which could be involved in the indicine resistance to tick infestations and babesiosis [48], mastitis [49, 50] and heat stress [51]. The MyD88 dependent pathway activates NFκB and the pro-inflammatory cytokines production, promoting the recruitment and activation of Interleukin-1 Receptor Associated Kinases 1, 2 and 4 (IRAK1, IRAK2 and IRAK4), while the independent pathway of this molecule, via TIR-domain-containing adapter-inducing interferon-β (TRIF) induces type 1 IFNs [52]. It is noteworthy that *IRAK2* (logFC = -0.97 and P = 0.018) was found upregulated in Gir LPS treated MDMs when compared to Holstein (S5 Table). These cascades result in many inflammation mediators biosynthesis, such as TNFα and IL-6 [53] that are associated to acute phase response which controls innate and adaptive immune response development. In addition, Gir MDMs also express more transcripts for the acute phase protein *Serum Amyloid A 2* and *3* (*SAA2* and *SAA3;* logFC = -7.01, P = 3.30E-07 and logFC = -1.78, P = 1.59E-06, respectively). The transcription factor NFκB can also be activated via nucleotide-binding oligomerization domain-like receptors (NOD-like receptors), independently of TLR [54]. The TLR signalling pathway and NOD-like receptor-associated inflammasome activation are required for active IL-1β secretion, which binds to its receptor IL-1R1 after caspase cleavage and activates NFκB [55]. The *IL1RN* gene encodes an IL-1 receptor antagonist protein (IL-1R1), which competes with IL-1 and inhibits the IL-1α e IL-1β synthesis [56]. These cytokines are endogenous pyrogen that control the inflammation development through modulation of cell surveillance, increasing expression of adhesion molecules and inducing secretion of acute phase proteins [57–62]. Interestingly, our results showed that *IL1RN* (logFC = -3.15 and P = 0.002), *IL1RL* (logFC = -6.02 and P = 4.19E-11), *IL36* (logFC = -1.51 and P = 1.39E-05), *NOD2* (logFC = -0.99 and P = 0.021) and *NFκB2* (*NFKB2;* logFC = -1.04 and P = 0.002) genes were highly expressed in Gir LPS stimulated MDMs (Fig 3B; S5 Table). Since these genes regulate tightly the cell activation and fate, DEG enrichment analysis of LPS treated MDMs from Holstein and Gir displayed many biological processes associated to cell division and replication (S9 Table). In this way, Gir MDMs appear to have a natural tendency to generate more pro-inflammatory immune response through increased activation and recruitment of leukocyte to the site of inflammation. Thus, it is reasonable to suggest more detailed studies in order to take a deeper look in the signalling pathways that underly phenotypes of inflammatory response regarding LPS activation in bovine macrophages and its influence on the outcome of inflammatory immune response to bacterial infections.

#### Co-expression analysis

Although transcription factors (TF) play a central regulatory role in cell biology, the detection of their expression in RNA sequence analyses is limited due to their low, and often sparse, expression. The partial correlation and information theory approach (PCIT) [63] and the regulatory impact factor (RIF) metric were used to identify key transcription factors (KeyTF) from gene expression data [26, 27, 29]. The gene co-expression analysis, performed by Bioconductor package CeTF [26, 27] calculated RIF1, which captures TF showing differential connectivity to DEGs found in contrast between breeds, and RIF2, that focuses on TF showing evidence as predictors of change in abundance of genes with differential expression between breeds (S10 Table). CeTF analysis of LPS treated MDMs displaying all DEGs associated to KeyTF for each bovine breed were plotted in the Cystoscape software and then overlapped by Diffany plugin [34] to highlight genes that were exclusive enriched for biological processed according to each bovine breed (Fig 4). Co-expression networks of Holstein and Gir LPS stimulated MDM revealed various genes detected in genome wide association studies that aim to improve genomic breeding indices (Fig 5 and S11 Table), e.g., milk production [64–68], clinical and subclinical mastitis [69–72], puberty [68, 73–75], feed efficiency [76], adaptation to ecologic conditions [77–79] and cellular and humoral immune responses [49, 80–82]. The biological process enrichment after co-expression analysis also stood out the importance of leukocyte migration and extracellular matrix organization, both controlled by chemokines and cytokines produced by macrophages in inflammation triggered by LPS in Gir and Holstein MDMs. Interestingly, a recent genome wide association study listed the top 10 SNPs that explain 5.05% of *B*. *bovis* infection level additive genetic variance and identified 42 candidate genes involved in chemokine signalling, extracellular matrix organization and NO production biological mechanisms that might underlie *B*. *bovis* resistance in cattle [83].

**Fig 4:**
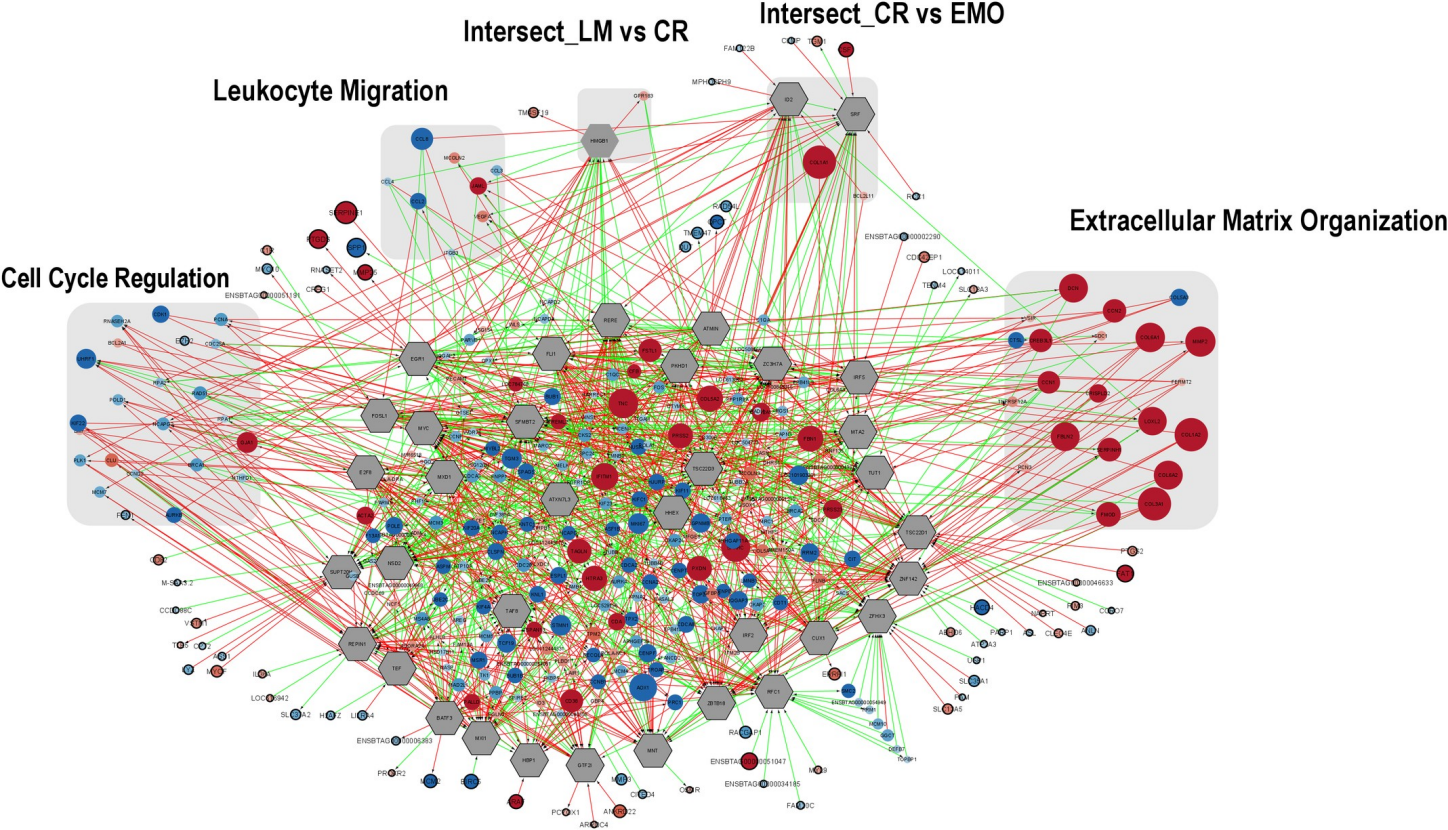
Meaningful gene-gene associations in co-expression networks of LPS stimulated MDM from Holstein and Gir breeds emphasizing ontology-based differential frameworks enrichment analysis. Network displaying differential interactions among DEGs of MDMs in Holstein (n = 4) and Gir (n = 4) breeds after co-expression analysis using CeTF and Diffany Cytoscape plugin. Red edges indicate decreased connections in Gir network compared to Holstein LPS stimulated MDMs after 48 hours. Green edges indicate increased connections in Gir network compared to Holstein MDMs in the same condition. Gray hexagonal nodes indicate key transcriptional factors (KeyTF) obtained after PCIT/RIF analysis in CeTF (Bioconductor package). Circular red nodes indicate up-regulated genes while blue nodes indicate downregulated genes found in comparison of MDMs from Holstein and Gir breeds stimulated with LPS and enriched after PCIT/RIF analysis. Lighter and darker hues, as well as the size of the circle, are associated to representativeness of gene expression in the analyses. Genes that displayed unique interaction with KeyTF are highlight by thicker edges. The key ontologies related to Biological Processes differently enriched for Holstein and Gir breeds after co-expression analyses are highlight in grey boxes. LM: Leukocyte Migration; CR: Cell Cycle Regulation; EMO: Extracellular Matrix Organization; Intersect: Genes enriched for more than one process highlighted by co-expression analysis. Genes not related to any Biological process but detected in RIF/PCIT/Dyffany analyses were grouped in the middle of the figure. All statistical analyses were performed according to software and plugin default parameters and significance thresholds were P<0.001 and FDR<0.05.

**Fig 5:**
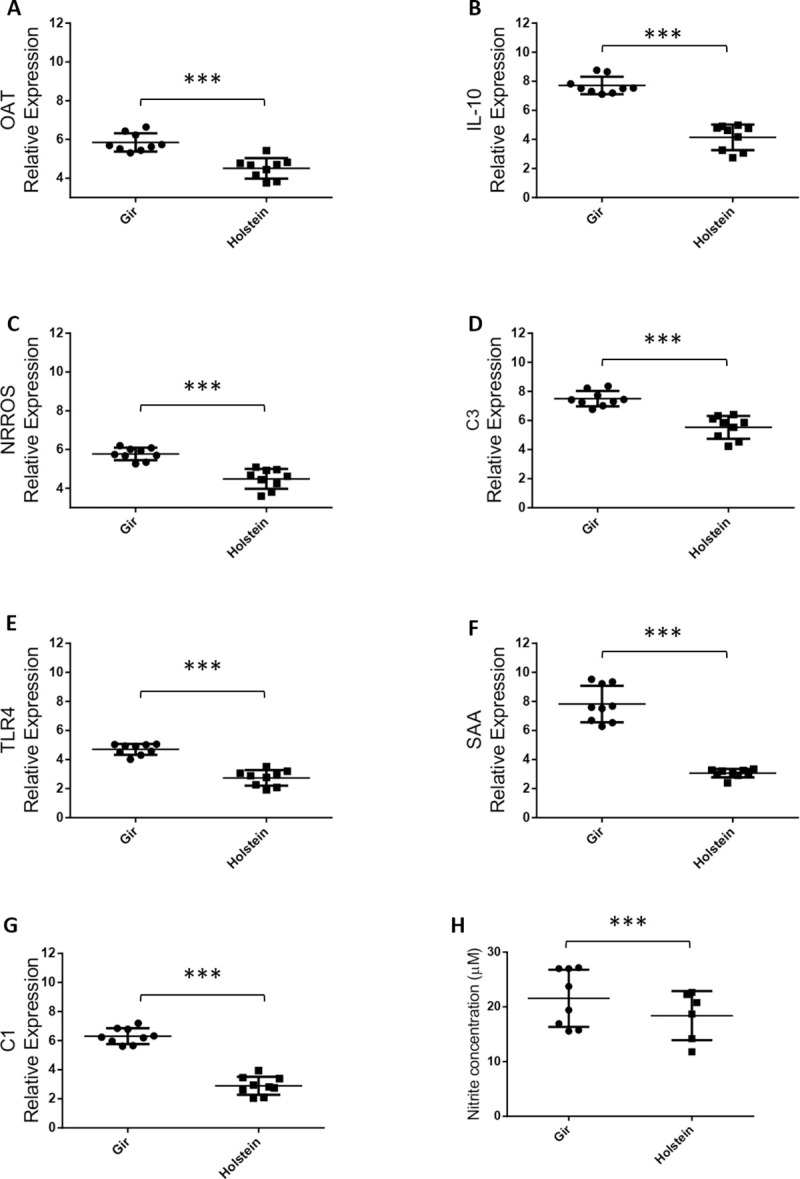
Differential systemic inflammatory responses in Holstein and Gir cattle. (A-G) Gene expression of inflammatory molecules from Holstein and Gir buffy coat cells by RT-qPCR. All data were shown as target genes ΔCt average ± SD. *** P<0.001, T-test. (H) Nitrite concentration in serum from Holstein and Gir breeds in homeostatic conditions free of pathogens and drug treatment for three months. Data are shown as concentration average ± SD for each group. T-test was used for comparisons between breeds (*P<0.05).

### Differential expression of proinflammatory genes in buffy coat cells and LPS treated MDMs from Holstein and Gir cattle and their influence on NO production

Literature findings, especially in murine experimental models represented by C57BL/6 and BALB/c mice, showed that M1 macrophages display a proinflammatory phenotype associated to pathogen-killing abilities while M2 macrophages promote cell proliferation and tissue repair [84]. The macrophage polarization phenotypes have been well characterized in humans and mice influencing on the outcome of infections and parasitic diseases. Unfortunately, M1/M2 macrophage profiling in cattle has been far less explored, mainly for taurine and indicine cattle which are two bovine subspecies that share a common ancestor [85] and display different levels of resistance to infections and parasitic diseases [3, 5, 86]. In order to evaluate if Gir (indicine breed) are committed to a more pro inflammatory status than Holstein animals (taurine breed), the expression of genes associated to M1/M2 phenotypes of inflammatory outcomes such as *Ornithine Aminotransferase (OAT)*, *NRROS*, *IL-10*, *TLR4* was evaluated in buffy coat cells from both breeds. The gene expression of *complement factors 1* and *3* (*C1* and *C3*) and the acute phase protein *SAA* were also evaluated since these molecules are responsible for inflammation amplification [87, 88] and were constantly observed in MDMs transcriptome analysis. The RT-qPCR results from buffy coat cells indicate that all analysed genes were less expressed in Holstein than in Gir samples (Fig 5A–5G; P<0.001). The same genes evaluated in buffy coat cells were also used to validate the MDMs RNA sequencing data (S2A–S2J Fig). The expression of these genes and the ones related to inflammatory signalling pathways such as *NOS2*, *Interleukin 1 Receptor Associated Kinase 1* (*IRAK1*), *factor nuclear kappa B* (*NFKB2*) matched to the transcriptome analysis, except for IL10 which was not found as DEG at any contrast in RNA sequencing although differently expressed in RT-qPCR (S2A–S2J Fig).

The NOS2 enzyme has an active role in the reactive oxygen species production (ROS) and nitric oxide synthesis pathway induced by LPS [89]. ROS produced by phagocytes are essential for host defense against bacterial and fungal infections [90]. In many cases, resistance of C57BL/6 mice is due to the microbicidal effect of nitric oxide (NO) produced by macrophages in response to interferon-γ (IFN-γ) and tumour necrosis factor-α (TNF-α), mainly secreted by Th1 cells and macrophages, respectively. On the other hand, BALB/c mice are usually partially able to give rise to efficient Th1 lymphocytes and does not control certain infections [18]. Our results indicate that higher expression of *NOS2* gene (S5 Table) was related to the increased NO production in unstimulated MDMs culture supernatant and serum from Gir animals when compared to Holstein (Fig 5H and S2K Fig). It is noteworthy that recently publications indicated that genetic background of the bovine breed affects 77% of phenotypic NO production of MDMs in response to *Escherichia coli* (*E*. *coli*), *in vitro* [91, 92]. Indeed, NO production and release seems to mediate resistance to many bovine infections, especially for *Mycobacterium bovis*, *Babesia bovis* and *E*. *coli* in bovine hosts [83, 92, 93]. Conversely, excessive ROS can cause collateral tissue damage during inflammatory processes and therefore is tightly regulated [90]. Gir buffy coat cells also showed an increased gene expression of the *Negative Regulator of ROS* (*NRROS*; Fig 5C), which is the main mechanism that regulates reactive oxygen species production [90]. Gir MDMs also showed higher gene expression of *NOD2* and *FAS* (S5 Table), both related to cellular death process in the presence of larger amounts of NO [94]. In sum, the observed resistance to various infections in bovine could be associated with this increased ROS production and macrophages microbicidal activity during their homeostatic and inflammatory state, similarly as found in the C57BL/6 murine model. However, there might be differences in response patterns performed by bovine and murine macrophages since M2 markers, such as genes *OAT* and *IL-10*, were also increased in the Gir buffy coat (Fig 6A and 6B). Thus, additional specific cellular activation assays should be performed to more accurately understand the development of M1 and M2 response in the bovine breeds and its influence on the outcome of immune response. These might provide insights into the immunological regulation of LPS triggered immune response in cattle, as well as reveal the potential to include immune response traits in genomic selection panels to decrease the occurrence of disease and improve animal health.

**Fig 6:**
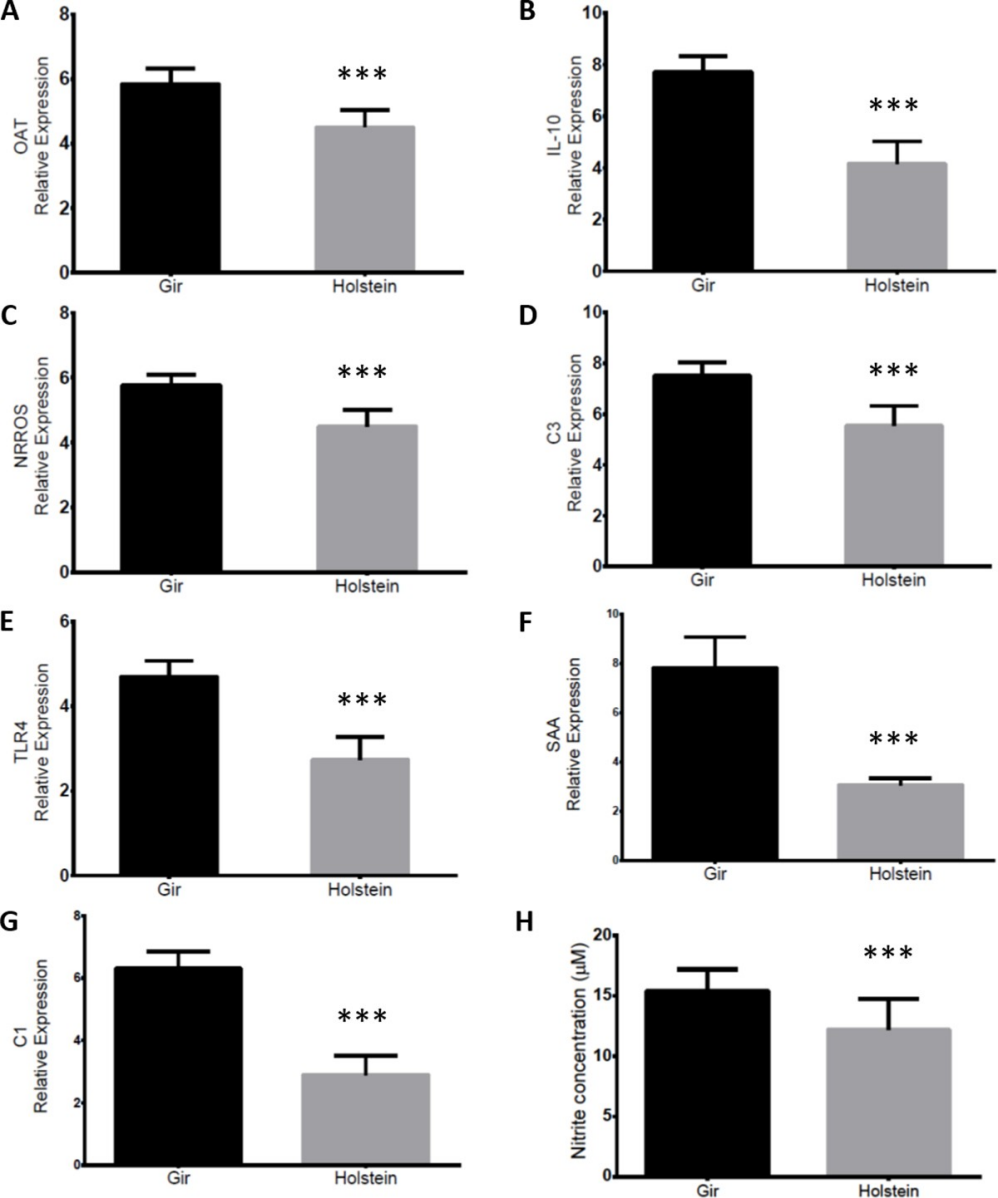

## Conclusions

In summary, this study investigated the LPS effect on differential gene expression associated with divergent MDMs phenotypic profiles in Holstein and Gir bovine breeds. Our results showed that these animals differently express genes possibly associated with divergent macrophage polarization. The extracellular matrix organization, leukocyte migration and cell cycle were the most affected biological processes. Differences in macrophage activation between taurine and indicine cattle might be useful to improve animal breeding programs through the use of genomic selection focused to decrease the occurrence of diseases and improve animal health. In addition, our results might help to open new windows to the development of novel technologies to pathogens control as new functional drugs, vaccines and adjuvants based on the bovine genotypic and phenotype profile.

## Supporting information

S1 Fig MDMs transcripts mapped data and mRNA representativeness. Percentage of reads mapped to ARS-UCD1.2 bovine reference genome. (A) Reads mapped for each breed and treatment (unstimulated and LPS); (B) Total number of transcripts detected and categorized according to average of *in vitro* gene expression levels (CPM, counts per million) in unstimulated and LPS treated MDMs from Holstein ang Gir breeds.
(TIF) Click here for additional data file.

S2 Fig RNA sequencing validation and nitrite dosage at supernatant of unstimulated and LPS treated MDMs. (A-J) RT-qPCR of unstimulated and LPS-treated MDMs from Holstein (n = 4) and Gir (n = 4) bovine breeds. Data shown as average ± SD of three replicates for each animal. T-test was used for comparisons between breeds and one-way analysis of variance between different stimuli into the same breed. *P<0.05, **P<0.01, ***P<0.001. (K) Levels of nitrite at unstimulated and LPS (10ng/ml) treated MDM cell culture supernatant from Holstein and Gir breeds after 48hours of stimulation. Data shown as concentration average ± SD for each group. T-test was used for comparisons between breeds (*P<0.05) and one-way analysis variance between different stimuli within the same breed.
(TIF) Click here for additional data file.

S1 Table Primer sequences used in RT-qPCR analyses. Gene symbol, name and primer sequence of all primers designed for RT-qPCR analyses. *RPLP0* and *Ubiquitin* used as reference genes (lowest values of average expression stability M according to GeNORM). Tm: melting temperature; Fwd: forward primer; Rev: reverse primer.
(PDF) Click here for additional data file.

S2 Table List of DEGs from unstimulated vs LPS treated Holstein MDMs. Differential expression was performed on RNA sequencing data from unstimulated and LPS (100ng/ml) treated MDMs from Holstein breed. Genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.
(PDF) Click here for additional data file.

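Each fold change of this table is LPS treated minus unstimulated on the log2 scale, as read from the identifiers it lists. It gives 3 genes by Ensembl identifier, and all 3 had the table's sign in the counts. ENSBTAG00000052099 was at 34.6 ± 22.2 CPM with LPS and 4.30 ± 2.33 CPM without LPS in Holstein MDMs (SD, n = 4). Its log2 fold change was 3.03 (standard error 0.58, adjusted p = 0.178 from edgeR's quasi-likelihood test without a block), and with the animal as a block 3.00 (standard error 0.21, adjusted p = 0.00553 from the same test). It was higher with LPS in 4 of 4 animals, and the paper's value is 2.81. ENSBTAG00000002290 was at 13.8 ± 5.80 CPM with LPS and 3.53 ± 1.39 CPM without (SD, n = 4), with a blocked log2 fold change of 1.98 (standard error 0.21, adjusted p = 0.00907 from edgeR's quasi-likelihood test), also higher in 4 of 4 animals. Without the block its log2 fold change was 2.00 (adjusted p = 0.214 from edgeR), and the paper's value is 1.78. Without a block both genes passed in DESeq2, the likelihood ratio test and the exact test (adjusted p from 2.3e-05 to 0.00584). With the block and 1 animal left out, ENSBTAG00000052099 did not pass without Holstein 20 (adjusted p = 0.0521 from edgeR), and ENSBTAG00000002290 did not pass without Holstein 1 (0.0730) or Holstein 20 (0.0717).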

S3 Table List of DEGs from unstimulated vs LPS treated Gir MDMs. Differential expression was performed on RNA sequencing data from unstimulated and LPS (100ng/ml) treated MDMs from Gir breed Genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.
(PDF) Click here for additional data file.

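In Gir MDMs, 8 genes of this table are given by Ensembl identifier, and all 8 had the table's sign in the counts. ENSBTAG00000053991 was at 10.8 ± 2.98 CPM with LPS and 1.43 ± 1.73 CPM without (SD, n = 4), a log2 fold change of 2.97 (standard error 0.66, adjusted p = 0.168 from edgeR's quasi-likelihood test). ENSBTAG00000048500 was at 93.9 ± 28.9 CPM with LPS and 24.8 ± 8.60 CPM without (SD, n = 4), a log2 fold change of 1.92 (standard error 0.31, adjusted p = 0.105 from edgeR). ENSBTAG00000052578 was at 2.24 ± 1.53 and 6.27 ± 1.01 CPM (SD, n = 4), a log2 fold change of -1.50 (standard error 0.49, adjusted p = 0.274 from edgeR). ENSBTAG00000053153 had a log2 fold change of -0.68 (standard error 0.20, adjusted p = 0.233 from edgeR), where the paper's value is -0.83. Each of the 4 genes had its direction in 4 of 4 animals, and none passed in edgeR's quasi-likelihood test with the animal as a block (adjusted p from 0.0692 to 0.153). Other fits differed, as ENSBTAG00000048500 and ENSBTAG00000053991 passed in the exact test (adjusted p = 7.2e-06 and 0.00453) and in the blocked edgeR fit with no filter on low counts (0.0210 and 0.0149), and all 4 passed the FDR in DESeq2 with the block (5.1e-08 to 0.0183).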

S4 Table List of DEGs from Holstein vs Gir contrast for unstimulated MDMs. Differential expression was performed on RNA sequencing data from unstimulated MDMs between Holstein and Gir breeds. genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.
(PDF) Click here for additional data file.

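All 30 genes that this table gives by Ensembl identifier had the sign of Gir minus Holstein in the counts, so that a positive value stands for a higher level in Gir. ENSBTAG00000020684 was at 56.6 ± 18.3 CPM in unstimulated Gir and 2.45 ± 0.412 CPM in unstimulated Holstein MDMs (SD, n = 4). This is a log2 fold change of 4.52 (standard error 0.30, adjusted p = 0.00168 from edgeR's quasi-likelihood test), and the paper's value is 4.47. ENSBTAG00000027412 was at 14.2 ± 0.622 CPM in Gir and 1.72 ± 0.301 CPM in Holstein (SD, n = 4), with a log2 fold change of 3.04 (standard error 0.21, adjusted p = 0.00168 from edgeR). ENSBTAG00000052720 was at 19.5 ± 6.42 CPM in Gir and 90.2 ± 26.8 CPM in Holstein (SD, n = 4), a log2 fold change of -2.20 (standard error 0.31, adjusted p = 0.0309 from edgeR), where the paper's value is -2.26. ENSBTAG00000052571 was at 0.383 ± 0.445 CPM in Gir and 20.1 ± 17.3 CPM in Holstein (SD, n = 4) and did not pass (log2 fold change -5.68, standard error 1.02, adjusted p = 0.0796 from edgeR's quasi-likelihood test), but passed in DESeq2 (1.7e-07), the likelihood ratio test (2.3e-05), the exact test (5.4e-05) and 1 fit of the 4 groups (0.00741), and its log2 fold change was -6.87 without Gir 7 and -5.01 without Holstein 3. The libraries of the breeds did not overlap for any of these 4 genes. With 1 animal left out, the adjusted p of ENSBTAG00000020684 and ENSBTAG00000027412 stayed at or below 0.0191 in edgeR, while ENSBTAG00000052720 passed only without Holstein 3 (adjusted p = 0.0219) and was at 0.0709 to 0.195 without each of the other animals in turn.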

S5 Table List of DEGs from Holstein vs Gir contrast for LPS treated MDMs. Differential expression was performed on RNA sequencing data from LPS treated (100 ng/ml) MDMs between Holstein and Gir breeds. Genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.
(PDF) Click here for additional data file.

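The copy of this table used here has 1256 entries, fewer than Fig 2 gives for the contrast, and 93 of its genes could be matched by Ensembl identifier. All 93 had the sign of Gir minus Holstein in the counts. ENSBTAG00000034871 was at 13.0 ± 2.41 CPM in LPS treated Gir and 0.885 ± 0.171 CPM in LPS treated Holstein MDMs (SD, n = 4), a log2 fold change of 3.84 (standard error 0.27, adjusted p = 0.000225 from edgeR's quasi-likelihood test), and the paper's value is 3.81. ENSBTAG00000020684, also the gene with the lowest p between unstimulated breeds, was at 62.1 ± 16.4 and 4.77 ± 0.371 CPM (SD, n = 4), a log2 fold change of 3.69 (standard error 0.24, adjusted p = 0.00019 from edgeR). ENSBTAG00000051047 was at 5.43 ± 2.44 CPM in Gir and 65.8 ± 31.0 CPM in Holstein (SD, n = 4), a log2 fold change of -3.59 (standard error 0.41, adjusted p = 0.00105 from edgeR), and 1 Holstein library, animal 1, was at 112 CPM against 45.1 to 54.9 CPM in the other Holstein libraries. ENSBTAG00000045507 was at 0.156 ± 0.234 CPM in Gir, with 2 libraries at 0, and 4.84 ± 1.58 CPM in Holstein (SD, n = 4), a log2 fold change of -4.80 (standard error 0.70, adjusted p = 0.00249 from edgeR) that was -6.38 without Gir 5, and the gene did not pass in 1 fit of the 4 groups (adjusted p = 0.0506 from edgeR). A count of 0 allows up to 0.333 to 0.399 CPM in the LPS treated Gir libraries (3 counts of the total, counting error only). The LPS treated libraries of the breeds did not overlap for any of the 4 genes. Without LPS the breeds overlapped for ENSBTAG00000045507. It was at 8.29 CPM in unstimulated Gir 2 and 9.93 CPM in Gir 7, against 0.253 CPM in Gir 5 and 0 in Gir 6. In unstimulated Holstein it was at 1.06 CPM in animal 3 and 12.4 to 17.8 CPM in animals 1, 20 and 50.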

S6 Table DEG enrichment analysis of Holstein vs Gir unstimulated MDMs. DEG enrichment analysis performed by DAVID with data from unstimulated MDMs from Holstein versus Gir animals, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.
(PDF) Click here for additional data file.

S7 Table DEG enrichment analysis of unstimulated vs LPS treated MDMs from Holstein breed. DEG enrichment analysis performed by DAVID with data from unstimulated versus LPS treated MDMs from Holstein breed, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.
(PDF) Click here for additional data file.

S8 Table DEG enrichment analysis of unstimulated vs LPS treated MDMs from Gir breed. DEG enrichment analysis performed by DAVID with data from unstimulated versus LPS treated MDMs from Gir breed, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.
(PDF) Click here for additional data file.

S9 Table DEG enrichment analysis of Holstein vs Gir LPS treated MDMs. DEG enrichment analysis performed by DAVID with data from LPS treated MDMs from Holstein versus Gir animals, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.
(PDF) Click here for additional data file.

S10 Table Bovine key transcription factors (TF) resulting from co-expression analysis of LPS treated MDMs from Gir and Holstein breeds. Table showing key transcription factors (KeyTF) displaying the scores for RIF1: TF that are consistently most differentially co-expressed with the highly abundant and highly DEGs in Gir and Holstein MDMs; RIF2: TF with the most altered ability to predict the abundance of DEGs in Gir and Holstein MDMs. The frequencies for each KeyTF were calculated for Holstein and Gir MDM stimulated with LPS. The differential frequencies were also calculated for each KeyTF in order to infer their importance on MDM response to LPS treatment for each Holstein and Gir breeds.
(PDF) Click here for additional data file.

S11 Table List of DEGs from bovine MDMs that directly interacts to unique key transcription factors which are related to genome wide association studies. CeTF co-expression analysis of LPS treated MDMs displayed all DEGs associated to KeyTF for each bovine breed. Overlap of co-expression networks in the Cystoscape software with Diffany plugin revealed genes found in genome wide association studies that make one unique connection to KeyTF.
(PDF) Click here for additional data file.

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S1 Table — Gene symbol, name and primer sequence of all primers designed for RT-qPCR analyses. RPLP0 and Ubiquitin used as reference genes (lowest values of average expression stability M according to GeNORM). Tm: melting temperature; Fwd: forward primer; Rev: reverse primer.

| Gene Symbol      | Gene name                                       | Tm (°C) | Sequence (5'-3')                 | Average expression stability for housekeeping genes (M) |
|------------------|-------------------------------------------------|---------|----------------------------------|---------------------------------------------------------|
| <i>C3</i>        | Complement Factor 3                             | 64.7    | Fwd - GCTGCACGAGGCTAAAGACAT      | -                                                       |
|                  |                                                 | 65      | Rev - TTCGCAACTCTCTGTAGTGGTTTT   |                                                         |
| <i>EGLN3</i>     | EGL-9 family hypoxia inducible factor 3         | 64.1    | Fwd - TGCTTTTCAGGTTCTTGCTTTGAT   | -                                                       |
|                  |                                                 | 63.6    | Rev - GGCTACGGGAACACAACAGAGT     |                                                         |
| <i>GATA3</i>     | GATA Binding Protein 3                          | 64.2    | Fwd - TGCTAAACTACCCCGCAAAGAT     | -                                                       |
|                  |                                                 | 62.5    | Rev - GGGTCGTTTAAGGATTTGTTTCA    |                                                         |
| <i>IL10</i>      | Interleukin 10                                  | 66.2    | Fwd - GCACTACTCTGTTGCCTGGTCTT    | -                                                       |
|                  |                                                 | 64.8    | Rev - GCTGGTTGGCAAGTGGATACA      |                                                         |
| <i>IRAK2</i>     | Interleukin-1 receptor-associated kinase-like 2 | 64.5    | Fwd - AACATTGGAGCTCTTGACATTGC    | -                                                       |
|                  |                                                 | 63.9    | Rev - TCCAGGGCTATCCCACTTTG       |                                                         |
| <i>NFκB2</i>     | Nuclear Factor Kappa B Subunit 2                | 63.8    | Fwd - ATCTTGGCAGGTCCTCGTA        | -                                                       |
|                  |                                                 | 64.7    | Rev - CCAATGCGTGTGCCTGAA         |                                                         |
| <i>NOS2</i>      | Nitric Oxide Synthase 2                         | 64.8    | Fwd - GCAGCGGAGTGACTTTCCAA       | -                                                       |
|                  |                                                 | 62.9    | Rev - GGATGCCAGGCAAGACTTG        |                                                         |
| <i>NRROS</i>     | Negative Regulator Of Reactive Oxygen Species   | 63.2    | Fwd - TCATATCCAGGAAGCGGAGACT     | -                                                       |
|                  |                                                 | 64.5    | Rev - CGAGAAGGGCCGGAAGAC         |                                                         |
| <i>OAT</i>       | Ornithine Aminotransferase                      | 64.5    | Fwd - CCAACCCACGGCGACAT          | -                                                       |
|                  |                                                 | 63.2    | Rev - TCTAGAATCTCATCCTCCTTGATCAC |                                                         |
| <i>TLR4</i>      | Toll Like Receptor 4                            | 62.8    | Fwd - TTGGTACATGGCGGCATTTA       | -                                                       |
|                  |                                                 | 62.4    | Rev - CCGAGTGAGCCGGAATGA         |                                                         |
| <i>RPLP0</i>     | Ribosomal Protein Lateral Stalk Subunit P0      | 62.9    | Fwd - CAACCCTGAAGTGCTTGACAT      | 0.4                                                     |
|                  |                                                 | 63      | Rev - AGGCAGATGGATCAGCCA         |                                                         |
| <i>Ubiquitin</i> | Ubiquitin                                       | 66.3    | Fwd - GGCAAGACCATCACCTGGAA       | 0.338                                                   |
|                  |                                                 | 67.5    | Rev - GCCACCCCTCAGACGAAGGA       |                                                         |
| <i>18S</i>       | 18S ribosomal RNA                               | 65      | Fwd - GTAACCCGTTGCACCCATT        | 0.473                                                   |
|                  |                                                 | 61.8    | Rev - CCATCCAATCGGTAGTAGCG       |                                                         |
| <i>GAPDH</i>     | Glyceraldehyde-3-Phosphate Dehydrogenase        | 56.8    | Fwd - GGCGTGAACCACGAGAAGTATAA    | 0.419                                                   |
|                  |                                                 | 57.8    | Rev - CCCTCCACGATGCCAAAGT        |                                                         |

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S2 Table — Differential expression was performed on RNA sequencing data from unstimulated and LPS (100ng/ml) treated MDMs from Holstein breed. Genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S3 Table — Differential expression was performed on RNA sequencing data from unstimulated and LPS (100ng/ml) treated MDMs from Gir breed Genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.

|                 |             |             |
|-----------------|-------------|-------------|
| <i>TMEM170B</i> | 1.258799296 | 0.036848842 |
| <i>SI00A9</i>   | 1.070059666 | 0.03717073  |
| <i>ADGRF1</i>   | 1.448328972 | 0.038704761 |
| <i>MT1E</i>     | 1.580971812 | 0.038704761 |
| <i>A4GALT</i>   | 1.559984085 | 0.043671509 |
| <i>RAPH1</i>    | 1.144449907 | 0.044925612 |
| <i>SLC16A7</i>  | 1.274368133 | 0.046255985 |
| <i>TES</i>      | 1.07361187  | 0.047144905 |
| <i>DEFB7</i>    | 1.328441011 | 0.048349947 |
| <i>RGS16</i>    | 1.043315182 | 0.048367729 |

---

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S4 Table — Differential expression was performed on RNA sequencing data from unstimulated MDMs between Holstein and Gir breeds. genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.

|                  |             |             |
|------------------|-------------|-------------|
| <i>ARHGEF39</i>  | 1.653193523 | 0.031126949 |
| <i>BFSP2</i>     | 1.955179242 | 0.031648873 |
| <i>NMRAL1</i>    | 1.223594313 | 0.033690318 |
| <i>RARRES1</i>   | 1.465168434 | 0.034508334 |
| <i>NSD2</i>      | 1.380779947 | 0.036830639 |
| <i>LOC404051</i> | 2.464472717 | 0.04013683  |
| <i>TUBB2B</i>    | 1.390983733 | 0.040692148 |
| <i>POLD1</i>     | 1.385859632 | 0.042800648 |
| <i>HAPLN4</i>    | 2.860535872 | 0.043213052 |
| <i>CDKN3</i>     | 2.25317927  | 0.043213052 |
| <i>KIF15</i>     | 2.127601377 | 0.044371824 |
| <i>LMNB1</i>     | 1.699109411 | 0.046763331 |
| <i>GPR19</i>     | 2.205532724 | 0.047143148 |
| <i>CPT2</i>      | 1.063879687 | 0.049330159 |

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S5 Table — Differential expression was performed on RNA sequencing data from LPS treated (100 ng/ml) MDMs between Holstein and Gir breeds. Genes that showed statistical differences in contrast (LogFC≥1; CPM>1; FDR<0.05) are shown.

|                           |           |           |
|---------------------------|-----------|-----------|
| <i>ECHDC2</i>             | 2.3500715 | 0.0428539 |
| <i>ATP10A</i>             | 1.4593021 | 0.044004  |
| <i>ENSBTAG00000052184</i> | 1.2336381 | 0.0451772 |
| <i>LMAN2L</i>             | 1.3072469 | 0.046554  |
| <i>ITGA6</i>              | 1.247198  | 0.0469728 |
| <i>NUDT1</i>              | 1.0049672 | 0.0469957 |
| <i>CD300LF</i>            | 1.4758647 | 0.0476016 |
| <i>ENSBTAG00000054407</i> | 1.6627127 | 0.0484108 |

---

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S6 Table — DEG enrichment analysis performed by DAVID with data from unstimulated MDMs from Holstein versus Gir animals, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.

| Term                                                                                      | Count | PValue | FDR    | Genes                                                                        |
|-------------------------------------------------------------------------------------------|-------|--------|--------|------------------------------------------------------------------------------|
| Immune response                                                                           | 8     | 0,001  | 1,990  | <i>BOLA-DQA2, CCR5, BOLA-DQA5, OAS1Z, TGFB3, LOC529196, BOLA-DQB, BMPRIA</i> |
| Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II | 3     | 0,008  | 11,380 | <i>BOLA-DQA2, BOLA-DQA5, BOLA-DQB</i>                                        |
| Citrate transport                                                                         | 2     | 0,015  | 20,007 | <i>SLC13A5, SLC13A3</i>                                                      |
| Positive regulation of TOR signaling                                                      | 3     | 0,018  | 23,376 | <i>LOC614531, RRAGA, LOC539009</i>                                           |
| Regulation of autophagy                                                                   | 3     | 0,025  | 30,807 | <i>LOC614531, RRAGA, LOC539009</i>                                           |
| Base-excision repair, gap-filling                                                         | 2     | 0,031  | 36,013 | <i>POLD1, POLE</i>                                                           |
| Sensory perception of sound                                                               | 4     | 0,034  | 38,733 | <i>TUB, ATP8B1, CRYM, CDH23</i>                                              |
| Cellular response to starvation                                                           | 3     | 0,037  | 41,399 | <i>LOC614531, RRAGA, LOC539009</i>                                           |
| Nucleotide-excision repair, DNA gap filling                                               | 2     | 0,038  | 42,772 | <i>POLD1, POLE</i>                                                           |
| G1/S transition of mitotic cell cycle                                                     | 3     | 0,038  | 42,893 | <i>POLE, CDKN3, CDCA5</i>                                                    |
| Stem cell population maintenance                                                          | 3     | 0,038  | 42,893 | <i>PHF19, PADI4, BMPRIA</i>                                                  |
| Cellular response to amino acid stimulus                                                  | 3     | 0,045  | 48,760 | <i>LOC614531, RRAGA, LOC539009</i>                                           |

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S7 Table — DEG enrichment analysis performed by DAVID with data from unstimulated versus LPS treated MDMs from Holstein breed, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.

| Term                                                                             | Count | PValue  | FDR    | Genes                                                        |
|----------------------------------------------------------------------------------|-------|---------|--------|--------------------------------------------------------------|
| Immune response                                                                  | 9     | 4,8E-05 | 0,069  | <i>CSF3, BOLA-DMA, CXCL3, CXCL2, IL1B, NRROS, GRO1, IL1A</i> |
| Inflammatory response                                                            | 9     | 4,8E-05 | 0,069  | <i>MEFV, CXCL3, CXCL2, AXL, NRROS, GRO1, CCL5, CCL4</i>      |
| Chemokine-mediated signaling pathway                                             | 5     | 1,4E-04 | 0,209  | <i>CXCL3, CXCL2, CCL5, CCL4</i>                              |
| Cell chemotaxis                                                                  | 5     | 1,9E-04 | 0,270  | <i>CXCL3, CXCL2, SAA3, GRO1</i>                              |
| Metabolic process                                                                | 6     | 2,4E-04 | 0,348  | <i>LOC615514, GSTM1, GSTM2, ASPA, ACSF2</i>                  |
| Cell maturation                                                                  | 4     | 9,5E-04 | 1,371  | <i>GATA3, POU2F2, PPARG, AXL</i>                             |
| Positive regulation of inflammatory response                                     | 4     | 0,002   | 3,015  | <i>S100A8, S100A9, CCL5, CCL4</i>                            |
| Neutrophil chemotaxis                                                            | 4     | 0,003   | 4,144  | <i>S100A8, S100A9, CCL5, CCL4</i>                            |
| Superoxide metabolic process                                                     | 3     | 0,004   | 5,184  | <i>NRROS, SOD2</i>                                           |
| Cellular response to tumor necrosis factor                                       | 4     | 0,005   | 7,398  | <i>GATA3, ZC3H12A, CCL5, CCL4</i>                            |
| Positive regulation of protein kinase B signaling                                | 4     | 0,006   | 7,747  | <i>CSF3, GATA3, AXL, ITSN1</i>                               |
| Positive regulation of neutrophil chemotaxis                                     | 3     | 0,006   | 8,188  | <i>CXCL3, CXCL2</i>                                          |
| Fever generation                                                                 | 2     | 0,012   | 16,305 | <i>IL1B, IL1A</i>                                            |
| Age-dependent response to reactive oxygen species                                | 2     | 0,012   | 16,305 | <i>SOD2</i>                                                  |
| Neutrophil aggregation                                                           | 2     | 0,012   | 16,305 | <i>S100A8, S100A9</i>                                        |
| Positive regulation of peptide secretion                                         | 2     | 0,012   | 16,305 | <i>S100A8, S100A9</i>                                        |
| Response to lipopolysaccharide                                                   | 4     | 0,014   | 18,640 | <i>IL23R, CXCL3, CXCL2</i>                                   |
| Negative regulation of I-kappaB kinase/NF-kappaB signaling                       | 3     | 0,016   | 21,077 | <i>NLRP12, ZC3H12A, TNIP3</i>                                |
| Negative regulation of neuron apoptotic process                                  | 4     | 0,017   | 22,027 | <i>MT2A, AXL, CNTFR, ITSN1</i>                               |
| Positive regulation of natural killer cell chemotaxis                            | 2     | 0,024   | 29,953 | <i>CCL5, CCL4</i>                                            |
| Calcium ion transport                                                            | 3     | 0,026   | 31,591 | <i>RAMP3, CACNA1G, CCL5</i>                                  |
| Transmembrane transport                                                          | 4     | 0,029   | 35,260 | <i>SLC13A5, BCL2A1, SLC37A2, GJB2</i>                        |
| Activation of cysteine-type endopeptidase activity involved in apoptotic process | 3     | 0,031   | 36,391 | <i>S100A8, PPARG, S100A9</i>                                 |
| Cellular response to interleukin-1                                               | 3     | 0,033   | 38,787 | <i>ZC3H12A, CCL5, CCL4</i>                                   |
| Transforming growth factor beta receptor signaling pathway                       | 3     | 0,040   | 44,708 | <i>FOS, ITGB5, CDH5</i>                                      |
| Leukocyte migration involved in inflammatory response                            | 2     | 0,042   | 46,370 | <i>S100A8, S100A9</i>                                        |
| Cellular response to interferon-alpha                                            | 2     | 0,042   | 46,370 | <i>GATA3, AXL</i>                                            |
| Negative regulation of cytokine production involved in inflammatory response     | 2     | 0,042   | 46,370 | <i>MEFV, ZC3H12A</i>                                         |

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S8 Table — DEG enrichment analysis performed by DAVID with data from unstimulated versus LPS treated MDMs from Gir breed, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S9 Table — DEG enrichment analysis performed by DAVID with data from LPS treated MDMs from Holstein versus Gir animals, showing biological processes and associated genes with statistical significance (P value and FDR). The “Count” column shows the number of enriched genes for each process.

|                                                                                                                       |    |       |        |                                                                                                                                                                                   |
|-----------------------------------------------------------------------------------------------------------------------|----|-------|--------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Regulation of microtubule polymerization or depolymerization                                                          | 4  | 0,009 | 14,495 | <i>SKA3, SKA2, STMN1, SKA1</i>                                                                                                                                                    |
| Spindle organization                                                                                                  | 5  | 0,009 | 14,914 | <i>CEP72, SPAG5, CKAP5, KNSSTRN, ASPM</i>                                                                                                                                         |
| Positive regulation of cyclin-dependent protein serine/threonine kinase activity                                      | 6  | 0,009 | 15,132 | <i>CKS1B, CCND3, PDGFB, CCND2, PSRC1, CKS2</i>                                                                                                                                    |
| Mitotic spindle assembly                                                                                              | 7  | 0,010 | 15,960 | <i>KIFC1, KIF11, NEK2, TPX2, BIRC5, CHEK2, MYBL2</i>                                                                                                                              |
| Protein phosphorylation                                                                                               | 18 | 0,011 | 17,488 | <i>IRAK2, PRKCA, NUAK2, NEK3, NUAK1, NEK2, CCL8, NPR2, BIRC5, AURKB, FBK, WNK2, CDC25B, CCNE1, PLK4, VRK1, APP, PLK1</i>                                                          |
| Regulation of cell shape                                                                                              | 15 | 0,011 | 17,585 | <i>CCL2, ARHGAP18, FBLIM1, ARHGAP35, ARHGAP15, CCL24, EPB41L3, MYO10, VRK1, CORO1A, CDC42EP1, VEGFA, CDC42EP4, MYH10, FNI</i>                                                     |
| Mitochondrial DNA repair                                                                                              | 3  | 0,013 | 20,910 | <i>DNA2, MGME1, PARP1</i>                                                                                                                                                         |
| Positive regulation of cell proliferation by VEGF-activated platelet derived growth factor receptor signaling pathway | 3  | 0,013 | 20,910 | <i>VEGFA, PDGFRA, PDGFRB</i>                                                                                                                                                      |
| Spindle checkpoint                                                                                                    | 3  | 0,013 | 20,910 | <i>BIRC5, SPD11, AURKB</i>                                                                                                                                                        |
| Centromere complex assembly                                                                                           | 3  | 0,013 | 20,910 | <i>CENPO, CENPN, CENPI</i>                                                                                                                                                        |
| Regulation of mitotic metaphase/anaphase transition                                                                   | 4  | 0,013 | 21,230 | <i>CDC6, CDC23, CENPE, UBE2C</i>                                                                                                                                                  |
| DNA synthesis involved in DNA repair                                                                                  | 4  | 0,013 | 21,230 | <i>POLH, CDKN2D, POLD1, POLE</i>                                                                                                                                                  |
| Endothelial cell chemotaxis                                                                                           | 4  | 0,013 | 21,230 | <i>HMGB1, EGR3, VEGFA, RAB13</i>                                                                                                                                                  |
| Tetrahydrofolate interconversion                                                                                      | 4  | 0,013 | 21,230 | <i>MTHFD1, SHMT1, MTHFS, TYMS</i>                                                                                                                                                 |
| Regulation of cell cycle                                                                                              | 11 | 0,015 | 23,996 | <i>CCNE2, E2F2, CCNE1, ADARB1, MADD, FIGNL1, DTL, PRR11, RBL1, GRK5, MASTL</i>                                                                                                    |
| Negative regulation of cell proliferation                                                                             | 24 | 0,021 | 31,336 | <i>ADARB1, NDN, CLMN, E2F7, ITGA1, GJA1, ZNF503, WNK2, HMGA1, KANK2, TNS2, SERPINE2, CDKN2C, CDKN2D, GATA3, TSPAN32, SCIN, SFRP4, MTBP, IRF1, ROR2, C24H180RF54, KLF4, NEURL1</i> |
| Negative regulation of neuron apoptotic process                                                                       | 12 | 0,036 | 48,619 | <i>MEF2C, KIF14, NES, CORO1A, CCL2, MSH2, STXBP1, AXI, BIRC5, GDNF, CACNA1A, TP73</i>                                                                                             |
| Sensory perception of sound                                                                                           | 12 | 0,042 | 53,581 | <i>CCDC50, FGFR1, TUB, THRB, FAM107B, CDKN2D, CEMIP, COL1A1, SNAI2, CRYM, CDH23, GJB2</i>                                                                                         |
| Positive regulation of cell migration                                                                                 | 15 | 1,262 | 57,703 | <i>PRKCA, CORO1A, SYNE2, ARHGEF39, PDGFB, CXCL16, CEMIP, PDGFRA, ROR2, COL1A1, HGF, SNAI2, LAMB1, LOC520336, SNAI1</i>                                                            |

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S10 Table — Table showing key transcription factors (KeyTF) displaying the scores for RIF1: TF that are consistently most differentially co-expressed with the highly abundant and highly DEGs in Gir and Holstein MDMs; RIF2: TF with the most altered ability to predict the abundance of DEGs in Gir and Holstein MDMs. The frequencies for each KeyTF were calculated for Holstein and Gir MDM stimulated with LPS. The differential frequencies were also calculated for each KeyTF in order to infer their importance on MDM response to LPS treatment for each Holstein and Gir breeds.

| TF      | Average<br>Expresion | RIF1     | RIF2     | Frequency in<br>Holstein_LPS | Frequency in<br>Gir_LPS | Differential Frequency<br>(Holstein – Gir) |
|---------|----------------------|----------|----------|------------------------------|-------------------------|--------------------------------------------|
| E2F8    | 3.91553              | 2.37324  | 1.36998  | 29                           | 7                       | 22                                         |
| CUX1    | 7.57722              | -0.30703 | 3.25340  | 24                           | 8                       | 16                                         |
| MYC     | 5.76217              | -1.03674 | 2.94426  | 25                           | 12                      | 13                                         |
| TSC22D1 | 5.98332              | 2.03519  | 0.52269  | 26                           | 13                      | 13                                         |
| FLI1    | 6.36778              | -1.01994 | 2.04188  | 26                           | 14                      | 12                                         |
| IRF2    | 6.00328              | 0.91874  | 2.67065  | 21                           | 10                      | 11                                         |
| ZNF142  | 5.50126              | 2.05215  | 0.45196  | 27                           | 16                      | 11                                         |
| TAF8    | 4.84659              | -0.27405 | 2.09651  | 18                           | 8                       | 10                                         |
| ZC3H7A  | 6.39477              | -2.32977 | 0.87170  | 25                           | 15                      | 10                                         |
| GTF2I   | 6.09357              | -0.82442 | 2.01626  | 19                           | 10                      | 9                                          |
| MXI1    | 5.74478              | -2.09161 | 0.48014  | 22                           | 13                      | 9                                          |
| ZBTB18  | 4.41666              | -2.32877 | 0.89658  | 23                           | 14                      | 9                                          |
| BATF3   | 4.29897              | 0.51089  | 2.04222  | 21                           | 13                      | 8                                          |
| MNT     | 4.49670              | 2.51030  | 1.58707  | 21                           | 13                      | 8                                          |
| HBP1    | 5.75490              | 0.73749  | 2.84071  | 17                           | 10                      | 7                                          |
| PKHD1   | 0.82411              | -0.29128 | 3.56268  | 17                           | 10                      | 7                                          |
| TUT1    | 4.94416              | 0.61613  | 3.04774  | 18                           | 11                      | 7                                          |
| ID2     | 5.24033              | -0.26402 | 2.23569  | 19                           | 13                      | 6                                          |
| SFMBT2  | 4.30890              | -2.22766 | 0.54511  | 21                           | 15                      | 6                                          |
| FOSL1   | 4.77962              | 0.44143  | 2.43477  | 17                           | 13                      | 4                                          |
| MXD1    | 6.27695              | -2.25822 | 0.14805  | 20                           | 16                      | 4                                          |
| SRF     | 5.60007              | 0.34542  | 3.29078  | 15                           | 12                      | 3                                          |
| MTA2    | 6.55964              | 1.46506  | 2.64859  | 16                           | 14                      | 2                                          |
| REPIN1  | 4.61493              | -2.47698 | -0.23097 | 21                           | 19                      | 2                                          |
| TSC22D3 | 7.04667              | 1.64337  | 2.67970  | 16                           | 14                      | 2                                          |
| EGR1    | 7.94059              | 2.28049  | -0.13196 | 18                           | 17                      | 1                                          |
| TEF     | 4.75187              | -0.27136 | 2.07918  | 11                           | 10                      | 1                                          |
| RERE    | 5.80801              | -2.16845 | -0.23530 | 19                           | 19                      | 0                                          |
| ATXN7L3 | 6.76228              | -2.15893 | -0.93656 | 16                           | 17                      | -1                                         |
| RFC1    | 4.78622              | -2.01765 | -0.22436 | 18                           | 19                      | -1                                         |
| IRF5    | 7.88467              | 0.13859  | 2.65195  | 11                           | 13                      | -2                                         |
| SUPT20H | 5.61160              | -0.16587 | -2.24707 | 16                           | 18                      | -2                                         |
| HMGB1   | 7.08521              | -0.10129 | -2.56997 | 11                           | 15                      | -4                                         |
| NSD2    | 6.15386              | 2.21723  | -0.06884 | 11                           | 16                      | -5                                         |
| HHEX    | 4.76990              | 0.84831  | -1.96002 | 10                           | 18                      | -8                                         |
| ZFHX3   | 5.77263              | -0.89435 | -1.97037 | 10                           | 18                      | -8                                         |
| ATMIN   | 5.34585              | -0.20755 | -2.17480 | 13                           | 22                      | -9                                         |

# Supplementary material for: Lipopolysaccharide triggers different transcriptional signatures in taurine and indicine cattle macrophages: Reactive oxygen species and potential outcomes to the development of immune response to infections
**Source:** PLoS One. 2020 Nov 6;15(11):e0241861. doi: 10.1371/journal.pone.0241861
**Supplement:** S11 Table — CeTF co-expression analysis of LPS treated MDMs displayed all DEGs associated to KeyTF for each bovine breed. Overlap of co-expression networks in the Cystoscape software with Diffany plugin revealed genes found in genome wide association studies that make one unique connection to KeyTF.

| KEYTF   | GENE               | REFERENCES    |
|---------|--------------------|---------------|
| ATMIN   | QPCT               |               |
|         | TMEM47             |               |
| ATXN7L3 | MMP25              |               |
| BATF3   | ENSBTAG00000006383 |               |
|         | FEN1               |               |
|         | MCM2               |               |
|         | PROKR2             |               |
| CUX1    | ERRFI1             |               |
| EGR1    | CREG1              |               |
|         | PTGDS              |               |
|         | RNASET2            |               |
| FLII    | SPP1               | [65-67,75,79] |
| FOSL1   | C1R                | [49]          |
|         | MYO10              |               |
| GTF2I   | ANKRD22            |               |
|         | ARRDC4             |               |
|         | PCYOX1             |               |
| HBP1    | ARAF               |               |
| HHEX    | H2AFZ              |               |
|         | M-SAA3.2           |               |
| HMGB1   | TM4SF19            |               |
| ID2     | FAM122B            |               |
|         | MPHOSPH9           |               |
| IRF2    | LOC514011          |               |
|         | SLC13A3            |               |
| IRF5    | ENSBTAG00000002290 |               |
| MNT     | OSMR               | [69,76]       |
| MTA2    | CDC42EP1           |               |
| MXD1    | CD82               | [68]          |
| MXI1    | BIRC5              |               |
| MYC     | CITED4             |               |
|         | MMP3               |               |
| REPIN1  | IL36A              | [82]          |
|         | LOC616942          |               |
|         | SLC37A2            |               |
| RERE    | DUT                |               |
|         | RACGAP1            |               |
| RFC1    | ENSBTAG00000034185 |               |

|                |                           |          |
|----------------|---------------------------|----------|
|                | <i>ENSBTAG00000051047</i> |          |
|                | <i>FAM20C</i>             |          |
|                | <i>MYL9</i>               |          |
| <i>SFMBT2</i>  | <i>ENSBTAG00000051191</i> |          |
|                | <i>SERPINE1</i>           |          |
| <i>SRF</i>     | <i>CLMP</i>               |          |
|                | <i>CSF1</i>               |          |
|                | <i>RCC1</i>               |          |
|                | <i>TGM1</i>               |          |
| <i>SUPT20H</i> | <i>ASS1</i>               | [73, 80] |
|                | <i>CCDC88C</i>            | [78]     |
|                | <i>CPT2</i>               | [69]     |
|                | <i>LYZ</i>                |          |
|                | <i>MYOF</i>               |          |
|                | <i>TLE5</i>               | [74]     |
|                | <i>VSTM1</i>              |          |
| <i>TEF</i>     | <i>LILRA4</i>             |          |
| <i>TSC22D1</i> | <i>ANLN</i>               | [81]     |
|                | <i>ASL</i>                |          |
|                | <i>CLEC4E</i>             |          |
|                | <i>CORO7</i>              |          |
|                | <i>ENSBTAG00000046633</i> |          |
|                | <i>EZH2</i>               |          |
|                | <i>FAT1</i>               |          |
|                | <i>NAPRT</i>              |          |
|                | <i>PIM3</i>               |          |
|                | <i>PTGS2</i>              |          |
| <i>TUT1</i>    | <i>TENM4</i>              |          |
| <i>ZFH3</i>    | <i>PAM</i>                |          |
|                | <i>SLC13A5</i>            |          |
|                | <i>SLC35A1</i>            |          |
|                | <i>USP1</i>               |          |
| <i>ZNF142</i>  | <i>ABHD6</i>              | [77]     |
|                | <i>ATP2A3</i>             |          |
|                | <i>HACD4</i>              |          |
|                | <i>PARP1</i>              |          |
|                | <i>RAD54L</i>             |          |

How the deposited data were processed for this re-analysis (not part of the article)

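The data are RNA sequencing libraries of monocyte-derived macrophages (MDMs) from 4 Gir and 4 Holstein animals, each with an unstimulated and an LPS treated culture, 16 libraries in all. Breed, treatment and animal number were taken from the sample labels and the paper, which numbers the Gir animals in the same way. All 4 libraries of a group come from different animals, and both cultures of an animal from the same animal.

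The authors checked reads with FastQC 0.11.7, aligned them with STAR 2.6.0c to the ARS-UCD 1.2 genome with the Ensembl 101 annotation, and counted uniquely mapped reads with HTSeq-count 0.10.0. This genome and annotation are of Bos taurus and were used for both breeds. Whether Gir reads align to them less completely was not tested, so differences between the breeds in counts may include a difference in alignment. The deposited files hold the raw counts the authors obtained for 27607 Ensembl gene identifiers in each library, and 5 summary entries that name no gene. The library kit marks strand, and the strand setting of the counting is not given in the sources used here, so overlapping and antisense genes cannot be told apart from these counts. The summary entries were left out of library totals and tests. They held 13.5% (outside annotated genes) and 1.18% (ambiguous) of the unique alignments on average. The authors tested the counts with edgeR 3.8 under R 3.5.0, and the paper does not name the test function.

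The counts were analysed with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 under R 4.3.3. Each contrast was fitted on its own 8 libraries. As in the methods of the paper, genes were kept at 1 CPM or more in at least 4 of them, and were called at a Benjamini-Hochberg FDR under 0.05 and a log2 fold change of at least 1. The test was edgeR's quasi-likelihood test after TMM scaling. The paper calls DEGs in paired comparison, which can mean pairs of groups or both libraries of an animal, and these fits have no block for the animal. The 4 contrasts were Gir against Holstein without LPS and with LPS, and LPS treated against unstimulated MDMs in each breed. The breed by LPS interaction was fitted over all 16 libraries with the animal as a block. Adjusted p values are Benjamini-Hochberg values from edgeR unless DESeq2 is named. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values of single genes are scaled by TMM over the 16 libraries, and log2 CPM values used a prior count of 2. Genes detected, summed CPM values and the CPM filter used library totals without TMM. Library totals were 7362247 to 10296054 counts, so that 3 counts, the upper limit a count of 0 allows, correspond to 0.291 to 0.407 CPM. This limit covers counting error only.

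Both libraries of an animal pair by design. After the group means were removed, they correlated at 0.054 (Gir 2) to 0.822 (Holstein 20) across genes. Fits with the animal as a block were run for the LPS contrasts beside the fits without it. The size of the LPS response per animal was the SD across genes of the log2 CPM change, over genes at 10 CPM or more on average, and breeds were compared with exact permutation tests. The tests were tried on simulated counts with 200 genes changed by a log2 size of 1 or 2. A gene counted as recovered there at an FDR under 0.05 in the right direction, with no fold minimum. The calls in the text also need a log2 fold change of at least 1, so recovery under that rule can only be equal or lower. Of genes changed by 2, the fit between breeds recovered 54.2% without LPS and 78.9% with LPS, the fit for LPS 52.7% in Gir and 33.0% in Holstein without a block and 77.3% and 76.9% with the animal as a block, and the interaction 60.7%. Of genes changed by 1 they recovered 6.54%, 13.0%, 0%, 0%, 44.9%, 11.0% and 14.3% in the same order, and 0 to 7 unchanged genes were called. For LPS and the interaction, the simulated spread between animals had the same size for every gene, taken from the mean over genes. The spread between libraries was set per gene. This can lower the recovery without a block for genes with a small spread. The animal's share of the simulated spread was also set the same in both breeds. In the data, the correlations of both libraries of an animal given above were 0.054 to 0.303 in Gir and 0.645 to 0.822 in Holstein. The simulated gain from the block may therefore not hold in either breed.

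The alternatives tried were DESeq2, edgeR's exact and likelihood ratio tests, DESeq2's size factors, library totals, no filter on low counts, edgeR's own filter, a test against a fold change of 1.2, no fold minimum, counts thinned to the smallest library, 1 fit of the 4 groups, the animal as a block and leaving out each animal in turn. Genes detected were also counted above 0.5 CPM, above 5 CPM and at 1 count or more, and the response size at 1 CPM and 50 CPM or more on average. These choices, the contrasts and the 35 splits of the libraries of each contrast, and of the animals for the interaction, were set before the data were examined. The exchanges of libraries within animals, the splits for the difference of the blocked counts, the animal as a block together with another choice or in the overlap of the contrasts, and the exact test with library totals were added after results had been seen.

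The files name genes by Ensembl identifier only. The reference gene table used here, of another assembly (ARS-UCD2.0), matched 0 of the 27607 identifiers, and the tables of the paper give either a symbol or an identifier for a gene. The rule for named genes and the 35 gene lists set before the data were examined both need symbols, so they were not run, and no values are given for the genes the paper names. In their place the text names, per contrast, up to 2 identifiers in each direction, those with the lowest p among the genes that Tables S2 to S5 list by identifier. This rule was set after the files were seen. Flow cytometry, nitric oxide, RT-qPCR, enrichment and co-expression results of the paper are not analysed here.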

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

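The measures searched and all tests of this part were chosen after the data were seen. Of 78 groups of 4 values (measures of the libraries and of the LPS response, and CPM values of the listed identifiers), 5 held a value whose gap to its neighbour was over 0.829 of the range of the group, and chance gives this in about 1 in 20 groups.

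Of these values, 3 concern the Holstein animal 3. Its unstimulated library was at 31.6 on the first principal component, against -83.1 to -67.5 for the other unstimulated Holstein libraries. A set of 25 genes was on (10 counts or more) in every LPS treated Holstein library and nearly absent (3 counts or fewer in sum) from the LPS treated Gir libraries. In unstimulated Holstein 3 these genes summed to 139 CPM, against 548 to 627 CPM in the other unstimulated Holstein libraries. Only 2 of the 25 reached 10 counts in unstimulated Holstein 3, against 24 or 25 in each of the others. The LPS response of Holstein 3 correlated at 0.132 on average with those of the other Holstein animals, against 0.544 to 0.580 for these. The means of the others include their pairs with Holstein 3, and the pairs among Holstein 1, 20 and 50 were at 0.764 to 0.802. A low mean was not limited to Holstein 3. With their own breed Gir 5 was at 0.113 and Gir 6 at 0.248, against 0.440 in Gir 2 and 0.465 in Gir 7. The responses of Gir 5 and Holstein 3 correlated at 0.573.

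The response of Holstein 3 was weighed against technical explanations. An exchange of the unstimulated and LPS labels of this animal is argued against by the 287 genes that rose with LPS in Holstein 1, 20 and 50, of which 93.0% were higher in the library of Holstein 3 labelled LPS, although of the 843 genes that fell in those animals only 30.6% were lower in it, the direction an exchange would give. A difference in depth is argued against as well, since after thinning to the smallest library the mean correlation with the other responses was 0.137, against 0.759 for the lowest pair among the others. RNA of another kind of cell, less abundant in the unstimulated culture of this animal than in those of the others, stays open as a hypothesis, because of 77 genes on in the LPS libraries of the other 3 Holstein animals and nearly absent from those of Gir, 68 were higher with LPS in Holstein 3, and 12, 5 and 4 in Holstein 1, 20 and 50. These genes include the 25 whose low sum in unstimulated Holstein 3 prompted the test, so their counts are not independent of that value. The cells were selected by adherence and washing, levels of marker genes per library could not be read from the identifiers, and a different state of the same cells before LPS was not tested.

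The other 2 values belong to single genes. ENSBTAG00000051047 was at 112 CPM in the LPS treated library of Holstein 1, against 45.1 to 54.9 CPM in the other LPS treated Holstein libraries. ENSBTAG00000053991 was at 4.00 CPM in the unstimulated library of Gir 6, against 0.270 to 0.808 CPM in the other unstimulated Gir libraries.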

How the results depend on the processing

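The combinations of the animal as a block with another choice, and of the exact test with library totals, were chosen after seeing the data. The count between LPS treated breeds (881) stayed within 1.5 times under every alternative, from 604 to 777 with an animal left out and up to 1155 with no low-count filter, but its part lower in Gir (391) was 184, 248 and 250 without Holstein 50, 3 and 1, 236 in 1 fit of the 4 groups and 603 with no low-count filter, where it passed the part higher in Gir (552). The other counts moved with the test, and the cause was not tested. DESeq2, the likelihood ratio test, the exact test and the exact test with library totals called 285, 232, 217 and 198 genes between unstimulated breeds (40 in the quasi-likelihood test), 267, 263, 240 and 263 for LPS in Gir (0), and 159, 127, 117 and 108 for LPS in Holstein (0), while DESeq2 and the likelihood ratio test called 13 and 114 for the interaction (0, with 1074 genes at an unadjusted p under 0.05). One fit of the 4 groups called 150, 2 and 36 for the first 3 of these. The replicate block called 26 genes for LPS in Gir and 472 in Holstein, and with no low-count filter 282 and 651, with library totals 37 and 591, with DESeq2 299 and 552, and with no fold minimum 27 and 912. With 1 animal left out, the count between unstimulated breeds ranged from 5 to 48 (17 without Gir 2 or Holstein 1, 8 without Gir 5, 5 without Gir 6 or Gir 7, 25 without Holstein 50), that for LPS in Gir from 0 to 37 (37 without Gir 6, 1 without Gir 5) and with the block from 0 to 194 (65 without Gir 2, 194 without Gir 6, 0 without Gir 5 or Gir 7), and that for LPS in Holstein was 0 without the block and ranged from 8 to 1130 with it (56 without Holstein 1, 8 without Holstein 20, 158 without Holstein 50, 1130 without Holstein 3). Without a block, DESeq2, the likelihood ratio test and the exact test called more genes in Gir, while 1 fit of the 4 groups and every fit of all animals with the block called more in Holstein, so the order of the breeds depends on the model. TMM moved the median log2 change with the block by 0.15 in Gir and 0.20 in Holstein against library totals. The number of genes detected with LPS, with a mean difference of -373.5 genes between Gir and Holstein, lost its call above 5 CPM (-78.25, exact p = 0.571) and at 1 count or more (-649.25, exact p = 0.0571), and kept it above 0.5 CPM, in thinned counts and without any 1 animal (-415.4 to -335.8). The other differences in genes detected and the response size stayed above the threshold in the exact tests of the alternatives run. For genes detected with and without LPS within a breed this was fixed in advance, since the smallest p of the sign-flip test with 4 animals is 0.125. With 1 animal left out, the difference in response size between the breeds ranged from 0.027 to 0.279. The difference in genes detected between unstimulated breeds ranged from -494.75 to -94.8. The genes called only between LPS treated breeds (844) numbered 1020 with no fold minimum, 776 with the block and 911 with both. The use of the block in this overlap was also chosen after seeing the data. Over the named identifiers, 284 alternative values, set against the fits without a block, gave 0 reversed directions, 230 kept their side of the threshold, 46 passed it newly and 8 lost it. The gene lists and the named genes with symbols were not run, since the identifiers could not be matched to symbols. With 4 animals a group, genes changed by a log2 size of 1 were recovered in 0% to 44.9% of cases in simulated counts, depending on the contrast and the block. This recovery was counted at the FDR alone, with no fold minimum, so many changes of this size can be missed. For LPS and the interaction it also rests on the same simulated spread between animals for all genes.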

Differences from the paper's values

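The paper's counts of DEGs used here are all entries in the copies of its Tables S2 to S5, and the copy of Table S5 has fewer than the paper states. Their legends give an FDR under 0.05 and a log fold change of at least 1, the thresholds also used here, but Tables S3 and S5 also hold smaller fold changes. Which alternatives fall within 1.5 times of the paper's count is given for those set before the data were examined, except where the choice is said to be later.

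Between unstimulated breeds the paper lists 163 DEGs, 101 with a positive and 62 with a negative fold change, and the quasi-likelihood test called 40, 30 higher and 10 lower in Gir. The total falls within the paper's in the likelihood ratio test (232), the exact test (217) and 1 fit of the 4 groups (150), the positive count only in 1 fit of the 4 groups (110), the negative count in DESeq2 (90), the likelihood ratio test (70) and the exact test (65), and none of these in the other alternatives. The exact test with library totals, chosen after seeing the values, gave 198 and called 28 of the 30 genes listed by identifier. The legend of Fig 3 gives 139 DEGs for the same contrast, against 40 here, and only 1 fit of the 4 groups (150) falls within it.

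Between LPS treated breeds the total of 881 is within 1.5 times of the 1256 entries in the copy of Table S5 used here, which are fewer than the abstract of the paper states. That copy lists 627 negative fold changes, against 391 lower genes here. Of the 627 entries, 545 are at least 1 in size, which is within 1.5 times of the 391 and leaves a gap at the same threshold. The negative count falls within the paper's in DESeq2 (529), with library totals (421), with no low-count filter (603), in the likelihood ratio test (541), in the exact test (532) and with no fold minimum (457), and not in the other alternatives.

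For LPS in Gir the paper lists 359 DEGs, 123 positive and 236 negative, and the quasi-likelihood test called 0, 0 higher and 0 lower, with 1393 genes at an unadjusted p under 0.05. The total falls within the paper's in DESeq2 (267), the likelihood ratio test (263) and the exact test (240), the positive count in the same tests (137, 129 and 122), the negative count in none of the alternatives, and the replicate block gave 26. Among settings chosen after seeing the values, the exact test with library totals gave 263 (90 and 173) and called 4 of the 8 genes listed by identifier, and the replicate block gave 282 (123 and 159) with no low-count filter and 299 (171 and 128) with DESeq2.

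For LPS in Holstein the paper lists 99 DEGs, 61 positive and 38 negative, and the quasi-likelihood test called 0, 0 higher and 0 lower, with 841 genes at an unadjusted p under 0.05. The total falls within the paper's in the likelihood ratio test (127) and the exact test (117), the positive count in none of the alternatives, the negative count in DESeq2 (36), and the replicate block gave 472 (221 and 251). The exact test with library totals, chosen after seeing the values, gave 108 (63 and 45) and called 3 of the 3 genes listed by identifier.

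Table S3 holds 39 fold changes and Table S5 holds 146 that are smaller than 1 in size, below the threshold given in their legends. At least 1 in size are 112 positive and 208 negative entries of Table S3, and 565 and 545 of Table S5. Tables S2 and S4 hold 0. With library totals alone in the quasi-likelihood test, the fold changes of the genes listed by identifier differed from the paper's by a median of 0.000268 for LPS in Holstein and 0.00389 for LPS in Gir, and by 0.000401 between unstimulated and 0.000737 between LPS treated breeds.

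The paper reads negative fold changes of Tables S4 and S5 as higher expression in Gir. All 30 and 93 genes that could be matched by identifier had in the counts the sign of Gir minus Holstein, so that a negative value stood for lower expression in Gir. The paper also describes a gene of Table S2 with a negative fold change as raised by LPS, and the 3 genes of that table matched by identifier had the sign of LPS treated minus unstimulated. The genes named in those statements of the paper could not be matched to an identifier, so their own values are not given. The paper reads a stronger LPS response in Gir from the counts of DEGs. Without a block, DESeq2 and edgeR's exact and likelihood ratio tests called more genes in Gir than in Holstein, as the paper does, while 1 fit of the 4 groups called 2 in Gir and 36 in Holstein, and with the animal as a block 26 genes changed in Gir and 472 in Holstein.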

Other observations

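The lists of rising and falling genes, the exchanges of libraries within animals, the splits for the difference of the blocked counts, and the tests of the unstimulated Gir libraries and of the direction of the breed tables were chosen after results had been seen, and the outcomes that would count for or against each test of this part, the other splits of the 5 counts included, were written down after its result was known. The use of the other splits itself was set before the data were examined.

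Genes that rose with LPS in Holstein 1, 20 and 50 were mostly higher with LPS in the other animals as well, and for the genes that fell in these 3 animals the share varied. Among genes that changed in Holstein 1, 20 and 50 with the animal as a block, 287 rose and 843 fell. In the 5 animals that had no part in choosing these genes, the share of the 287 genes that were higher with LPS was 92.0% in Gir 2, 93.4% in Gir 5, 83.6% in Gir 6, 92.7% in Gir 7 and 93.0% in Holstein 3, with mean log2 changes of 1.58, 1.47, 0.57, 1.07 and 1.56. Of the 843 genes, 82.1% were lower with LPS in Gir 2 and 88.6% in Gir 7, with mean log2 changes of -2.46 and -2.30, larger than the -1.44, -1.45 and -1.81 of Holstein 1, 20 and 50. In Gir 6 the share was 68.7% (mean -0.46), in Gir 5 it was 47.6% (mean 0.03), and in Holstein 3 it was 30.6% (mean 0.65). The difference between animals, and that between rising and falling genes, was not tested.

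The level of falling genes already differed between cultures before LPS. For the 251 genes that fell in Holstein with the animal as a block, the mean log2 level relative to the mean of the Holstein libraries was 1.10 and 0.79 in unstimulated Gir 2 and Gir 7, and -0.55 and -0.59 in unstimulated Gir 5 and Gir 6. It was -0.15 in unstimulated Holstein 3 and 0.49 to 1.65 in the other unstimulated Holstein libraries. After LPS it was -1.26 to -0.93 in the 4 Gir libraries and -1.08 to -0.30 in the 4 Holstein libraries, and it was lower with LPS in each of the 4 Gir animals, which had no part in choosing these genes.

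The unstimulated Gir 2 and Gir 7 libraries lay apart from those of Gir 5 and Gir 6, with principal component positions of -47.3 and -18.9 against 62.9 and 53.9. A swap with a Holstein library is argued against, since at least 4 of 5 genes found in LPS libraries of Gir alone reached 10 counts in Gir 2 and Gir 7, against at most 1 in an unstimulated Holstein library, and a difference in depth is argued against by a correlation of 0.883 between Gir 2 and Gir 5 after thinning, below the lowest of 0.949 within LPS treated Gir libraries. An LPS-like state of the unstimulated Gir 5 and Gir 6 cultures stays open, since the mean log2 level of the 221 genes that rose in Holstein was -0.82 and -0.76 there, above the -1.50 and -1.00 of Gir 2 and Gir 7 and below the -0.10 to 0.85 of LPS treated Gir, but within the -1.45 to -0.52 of unstimulated Holstein. RNA of another kind of cell that LPS treated Gir cultures lack may account for the pattern, as a hypothesis, since of 25 genes on in LPS libraries of Holstein and nearly absent from those of Gir, 22 were higher in Gir 2 and 20 in Gir 7 than in both Gir 5 and Gir 6, where the upper bound of the central 95% of 10000 random lists matched on expression was 18 and 17. The highest random count was 22 for each library. The lists were matched on mean level only, and genes that vary together can pass their bound by that alone. This comparison also cannot tell another kind of cell from a different state of the same cells. Levels of marker genes per library could not be read from the identifiers, and of 21 fibroblast and stromal markers, a list chosen after the paper's tables were read and so no test of this, Table S5 lists 13 and Table S3 lists 8, all with a negative fold change, and Tables S2 and S4 list 0.

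The fold changes of the paper's breed tables run opposite to the direction its text reads from them. The fold changes of the genes in Table S3, the paper's table for Gir, differed by a median of 0.00389 from the libraries labelled Gir. They differed by 0.373 from those labelled Holstein, which argues against an exchange of breed labels between the paper's analysis and the files. An exchange made before both would leave the same match, so this comparison cannot see it. SLC28A3, a nucleoside transporter gene, is the only gene listed in all 4 tables. Its paper values give S5 minus S4 of 1.1509 and S3 minus S2 of 1.1501. The same equality would hold if all 4 tables were reversed, so this gene alone cannot tell the direction. The signs of the matched identifiers are those of Gir minus Holstein in Tables S4 and S5. In Tables S2 and S3 they are those of LPS treated minus unstimulated. On this reading, which rests on the signs of the matched identifiers, genes the paper describes as higher in Gir at a negative fold change would be lower in Gir. Other measures of the paper bear on the direction and are not analysed here. It states that RT-qPCR of MDMs matched its transcriptome analysis for most of the genes measured. In buffy coat cells, which are not MDMs, it reports lower RT-qPCR levels in Holstein than in Gir for every gene measured. It also reports more nitric oxide in serum and in unstimulated MDM cultures of Gir.

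Counts of called genes were set against other splits of the same samples. Between LPS treated breeds only the real split of 35 reached 881 (1 of 35, highest other 2). This makes chance unlikely but does not exclude it, since 1 of 35 is the smallest share that 4 libraries against 4 allow. The other splits mix the breeds, so their highest count of 2 is not the count to be had without a breed difference. Between unstimulated breeds 2 of 35 splits reached 40, the other with 58, so chance cannot be excluded. The 58 came from setting the unstimulated Gir 2 library with those of Holstein 1, 20 and 50. A grouping other than the breed thus gave more called genes than the breed did. For LPS without a block the real count was 0 in both breeds, reached by 35 of 35 splits, and the highest other was 335 in Gir and 4 in Holstein. The 335 came from setting the unstimulated Gir 7 library with the LPS treated libraries of Gir 2, 5 and 7, which points to a structure of these samples. The interaction was 0 in the real split and in all 35. With the animal as a block there are only 8 ways to exchange libraries within animals, too few for a share under 0.05 (1 of 8 each). The real counts were 26 in Gir, with a highest other of 0, and 472 in Holstein, with a highest other of 213. The difference of 446 between these counts was reached by 7 of 35 splits of the animals, with a highest other of 888, so chance cannot be excluded for a different number of changed genes in the breeds.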
